# Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin

**DOI:** 10.1101/gr.174169.114

**Published:** 2015-01

**Authors:** Oksana Maksimenko, Marek Bartkuhn, Viacheslav Stakhov, Martin Herold, Nickolay Zolotarev, Theresa Jox, Melanie K. Buxa, Ramona Kirsch, Artem Bonchuk, Anna Fedotova, Olga Kyrchanova, Rainer Renkawitz, Pavel Georgiev

## Abstract

Insulators are multiprotein–DNA complexes that regulate the nuclear architecture. The *Drosophila* CP190 protein is a cofactor for the DNA-binding insulator proteins Su(Hw), CTCF, and BEAF-32. The fact that CP190 has been found at genomic sites devoid of either of the known insulator factors has until now been unexplained. We have identified two DNA-binding zinc-finger proteins, Pita, and a new factor named ZIPIC, that interact with CP190 in vivo and in vitro at specific interaction domains. Genomic binding sites for these proteins are clustered with CP190 as well as with CTCF and BEAF-32. Model binding sites for Pita or ZIPIC demonstrate a partial enhancer-blocking activity and protect gene expression from PRE-mediated silencing. The function of the CTCF-bound *MCP* insulator sequence requires binding of Pita. These results identify two new insulator proteins and emphasize the unifying function of CP190, which can be recruited by many DNA-binding insulator proteins.

Insulators in the *Drosophila* and vertebrate genomes have been identified based on their ability to disrupt the communication between an enhancer and a promoter when inserted between them (Raab and Kamakaka 2010; Ghirlando et al. 2012; Herold et al. 2012; Matzat and Lei 2013; Chetverina et al. 2014; Kyrchanova and Georgiev 2014). The growing amount of data show that insulator proteins fulfil an architectural function in mediating inter- and intrachromosomal interactions and in contacting regulatory elements such as promoters or enhancers (Maksimenko and Georgiev 2014).

The best studied *Drosophila* insulator proteins, dCTCF (homolog of vertebrate insulator protein CTCF) and Su(Hw) are DNA-binding zinc-finger proteins (Herold et al. 2012; Matzat and Lei 2013; Kyrchanova and Georgiev 2014). Binding sites for dCTCF have been identified in the insulators that separate functional regulatory domains of the *bithorax* complex and in many promoter regions (Moon et al. 2005; Holohan et al. 2007; Mohan et al. 2007; Nègre et al. 2010, 2011; Ni et al. 2012). The Su(Hw) protein more frequently associates with intergenic sites (Adryan et al. 2007; Bushey et al. 2009; Nègre et al. 2010, 2011; Soshnev et al. 2012, 2013). As shown in a transgenic assay, dCTCF and Su(Hw) binding sites can support specific distant interactions (Kyrchanova et al. 2008a,b), which suggests a key role for these proteins in organizing chromatin architecture.

The Su(Hw), dCTCF, and BEAF-32 proteins interact with Centrosomal Protein 190 kD, named CP190 (Pai et al. 2004; Gerasimova et al. 2007; Mohan et al. 2007; Bartkuhn et al. 2009; Oliver et al. 2010; Liang et al. 2014). CP190 (1096 amino acids) contains an N-terminal BTB/POZ domain, an aspartic-acid-rich D-region, four C2H2 zinc-finger motifs, and a C-terminal E-rich domain (Oliver et al. 2010; Ahanger et al. 2013). The BTB domain of CP190 forms stable homodimers that may be involved in protein–protein interactions (Oliver et al. 2010; Bonchuk et al. 2011). In addition to these motifs, CP190 also contains a centrosomal targeting domain (M) responsible for its localization to centrosomes during mitosis (Butcher et al. 2004). It has been shown that CP190 is recruited to chromatin via its interaction with the Su(Hw) and dCTCF proteins (Pai et al. 2004; Mohan et al. 2007). Inactivation of CP190 affects the activity of the dCTCF-dependent insulator *Fab-8* from the *bithorax* complex (Gerasimova et al. 2007; Mohan et al. 2007; Moshkovich et al. 2011) and the *gypsy* insulator, which contains 12 binding sites for the Su(Hw) protein (Pai et al. 2004). Binding of Su(Hw) and CP190 at *gypsy*-like sites is mutually dependent, indicating a stabilizing role of CP190 in these cases (Schwartz et al. 2012).

Recent genome-wide ChIP-chip studies provide evidence for an extensive overlap of the CP190 distribution pattern with dCTCF, BEAF-32, and Su(Hw) insulator proteins and the promoters of active genes (Bartkuhn et al. 2009; Bushey et al. 2009; Nègre et al. 2010, 2011; Schwartz et al. 2012; Soshnev et al. 2012). Very recently, it has been demonstrated that CP190 bridges DNA-bound insulator factors with promoters (Liang et al. 2014). These data support the model that CP190 has a global role in the function of insulator proteins. However, there are a number of sites in the *Drosophila* genome where CP190 does not colocalize with any known insulator DNA binding protein (IBP), suggesting that there may be some other proteins that recruit CP190 to chromatin (Schwartz et al. 2012).

To identify new factors that associate with CP190, we purified the FLAG-tagged CP190 protein from S2 cells and identified two zinc-finger proteins, CG7928 and Pita, which were shown to interact with CP190 in vivo and in vitro. Genome-wide identification of binding sites for Pita and CG7928 in S2 cells revealed their extensive colocalization with CP190, providing evidence for direct interactions between these proteins, which was supported by binding and in vivo functional assays. Based on these results we termed CG7928 the “zinc-finger protein interacting with CP190” (ZIPIC).

## Results

### Identification of Pita and ZIPIC as partners of the CP190 protein

CP190 plays a central role in *Drosophila* boundary and domain formation (for review, see Ahanger et al. 2013) To identify unknown DNA binding factors that might be associated with a chromatin domain function of CP190, we searched for zinc-finger proteins that can interact with CP190. We purified CP190 from an extract prepared from S2 cells stably expressing a tagged FLAG-*CP190* transgene. Purified material from extracts with or without CuSO_4_ induction was analyzed using mass spectrometry. Proteins were considered to be interacting when they were enriched more than threefold in the induced sample compared to the uninduced material. This resulted in the identification of several known CP190 interactors, as well as of factors known to be enriched at domain boundaries: These were Map60 (CP60) (Kellogg et al. 1995), CTCF (Gerasimova et al. 2007; Mohan et al. 2007), Su(Hw) (Gdula and Corces 1997), Mod(mdg4) (Pai et al. 2004), Ibf1 and Ibf2 (Cuartero et al. 2014), Chromator (Sexton et al. 2012; Van Bortle et al. 2012), and Putzig (Z4) (Cuartero et al. 2014). In addition to these known factors, we found the two zinc-finger proteins, Pita and ZIPIC (Fig. 1A), which we chose for further analysis.

**Figure 1.**
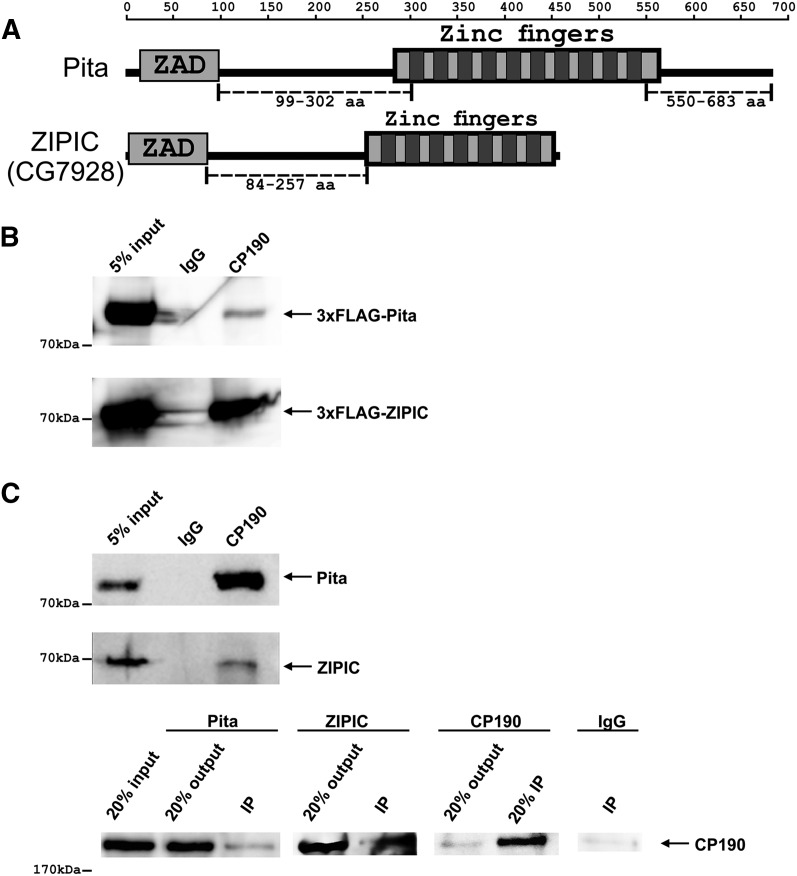
Interaction of CP190 with Pita and ZIPIC proteins. (*A*) Structure of full-length Pita and ZIPIC proteins containing the ZAD domain and C2H2-type zinc fingers. The scale shows the number of amino acid residues. Broken lines indicate regions used to prepare antibodies. (*B*) Nuclear extracts from *Drosophila* S2 cells cotransfected with CP190 and 3 × FLAG-Pita/ ZIPIC were immunoprecipitated with antibodies against CP190 (using nonspecific IgG as a negative control), and the immunoprecipitates were analyzed by Western blotting for the presence of FLAG-tagged proteins. (*C*) Nuclear extracts from *Drosophila* embryos were immunoprecipitated with antibodies against CP190, Pita, or ZIPIC (using nonspecific IgG as a negative control), and the immunoprecipitates (IP) were analyzed by Western blotting for the presence of Pita, ZIPIC, and CP190. Inputs show the starting samples of nuclear extract; outputs are supernatant after sedimentation of immunoprecipitated material.

Pita or ZIPIC interaction with CP190 was confirmed by coimmunoprecipitation of CP190 and 3×FLAG-tagged Pita or ZIPIC transfected S2 cells (Fig. 1B). To further examine the new proteins, we prepared polyclonal antibodies against Pita (99–302 and 550–683aa regions) and ZIPIC (84–257aa region). The specificities of these antibodies were confirmed by RNAi knockdown of the corresponding protein in S2 cells (Supplemental Fig. S1A). Coimmunoprecipitation of CP190 with Pita or ZIPIC in the embryonic extract provided evidence for localization of these proteins in the same protein complexes in vivo (Fig. 1C). We also observed a weak interaction between Pita and ZIPIC in coimmunoprecipitation from embryonic extract (Supplemental Fig. S1B). To corroborate this finding, we tested whether CP190, Pita, and ZIPIC colocalize on polytene chromosomes of third-instar larvae (Supplemental Fig. S1C). CP190 was detected at almost all Pita and ZIPIC sites, which is indicative of its interaction with either of these proteins on the polytene chromosomes.

Taken together these results suggest that Pita and ZIPIC are interaction partners of the CP190 protein.

### Mapping the domains responsible for interactions between insulator proteins

To determine the domains involved in the interaction of CP190 with Pita and ZIPIC, we carried out yeast two-hybrid and in vitro pull-down assays. The yeast two-hybrid assay confirmed the interaction between CP190 and Pita or ZIPIC (Fig. 2A) and allowed us to narrow down the interaction region in CP190. Pita interacted with the BTB domain, whereas ZIPIC interacted with the region overlapping the M domain. The yeast two-hybrid assay was also used to identify the CP190-interacting domains of Pita and ZIPIC (Fig. 2B,C). Pita contains 10 zinc fingers at the carboxy (C) terminus and ZIPIC seven. Both have a zinc-finger associated domain (ZAD) at the amino (N) terminus (Fig. 2B,C). The ZAD domain characterizes the single largest subfamily of zinc-finger genes in *Drosophila* and may be involved in the coordination of zinc ion binding (Chung et al. 2002). We tested different fragments of the Pita protein and found that CP190 interacted with at least two sites in its 95–301aa region between the ZAD and zinc-finger domains (Fig. 2B; Supplemental Fig. S2). ZIPIC interacted with its 84–257aa region with CP190 (Fig. 2C; Supplemental Fig. S2). Very likely, CP190 interacts with two subregions of ZIPIC as both fragments, 3–167aa and 162–274aa, are positive for interaction.

**Figure 2.**
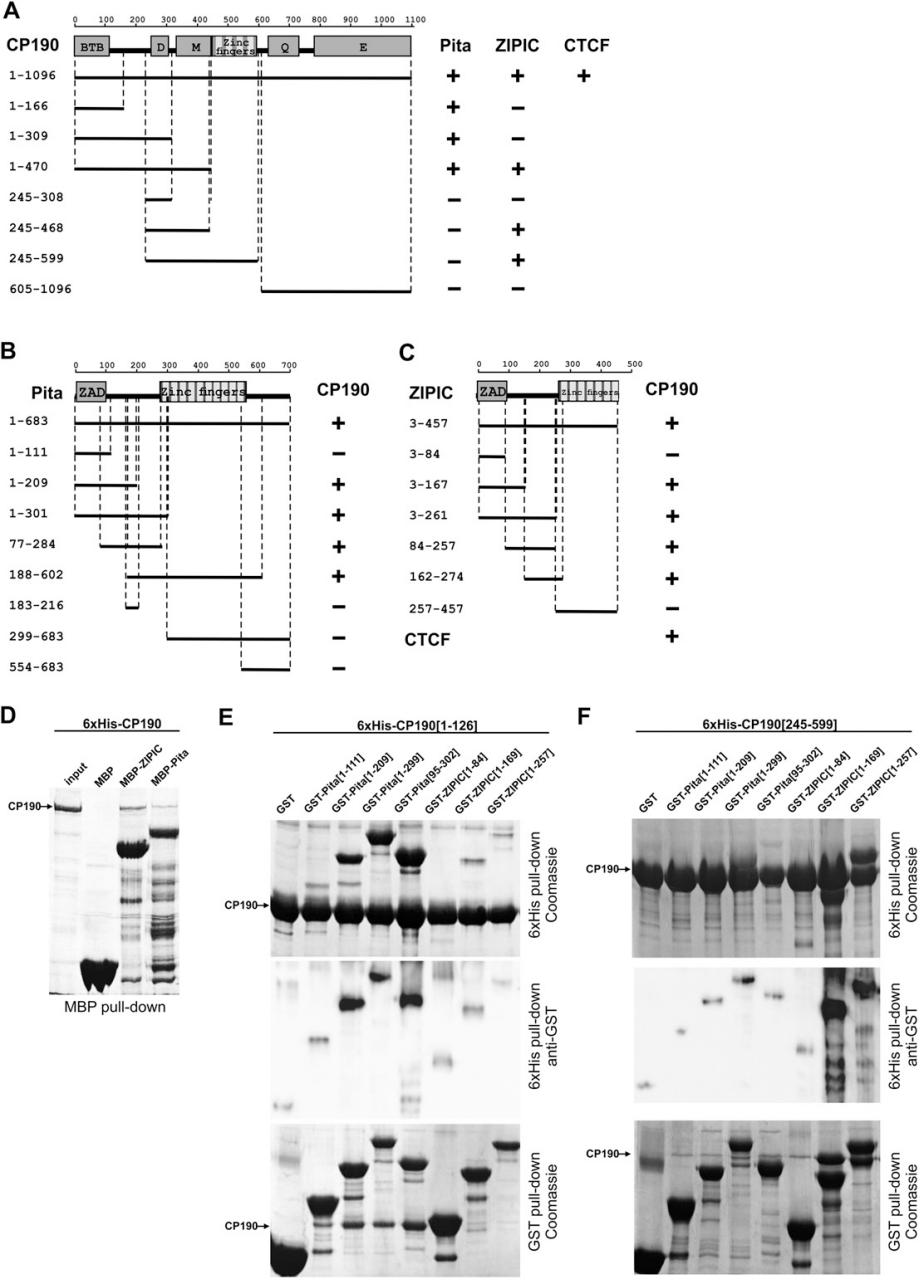
Identification of interacting domains of CP190, Pita, and ZIPIC proteins. (*A*) Localization of CP190 domains interacting with Pita and ZIPIC in yeast two-hybrid assay. In the structural scheme of full-length CP190, protein domains are shown as boxes, and lines indicate the different deletion fragments. The horizontal scale and figures on the *left* show the positions of amino acid residues. Different fragments of CP190 were fused to the GAL4 DNA-binding domain and tested for interaction with Pita and ZIPIC fused to the GAL4 activating domain. All CP190 fragments were tested for the absence of interaction with the GAL4 activating domain alone, whereas Pita and ZIPIC were tested for the absence of interaction with GAL4 DNA-binding domain alone. The results are summarized in columns on the *right*, with the “+” and “−” signs referring to a strong interaction or the absence of interaction, respectively. Interaction of CP190 with dCTCF was used as a positive control. (*B*) Localization of Pita domains interacting with CP190 in a yeast two-hybrid assay. Different fragments of Pita were fused to the GAL4 activating domain and tested for interaction with CP190 fused to the GAL4 DNA-binding domain. All Pita fragments were tested for the absence of interaction with the GAL4 DNA-binding domain alone. Other designations are the same as in *A*. (*C*) Localization of ZIPIC domains interacting with CP190 in a yeast two-hybrid assay. Different fragments of CG7928 were fused to the GAL4 activating domain and tested for interaction with CP190 fused to the GAL4 DNA-binding domain. All ZIPIC fragments were tested for the absence of interaction with the GAL4 DNA-binding domain alone. Other designations are the same as in *A*. (*D*) Interaction of full-length recombinant CP190 and Pita/ ZIPIC in MBP pull-down assay. Beads with bound MBP-Pita, MBP-ZIPIC, or MBP alone were incubated with 6 × His-CP190, and the precipitated proteins were resolved by SDS-PAGE and stained with Coomassie. (*E*,*F*) Interaction of CP190 fragments [1–126] (*E*) and [245–599] (*F*) with different fragments of Pita and ZIPIC in GST and 6 × His pull-down assays. The positions of amino acids are indicated by square brackets. In the 6 × His pull-down assay, beads with bound 6 × His-CP190 were incubated with each GST-tagged Pita or ZIPIC fragment or GST alone. In the GST pull-down assay, beads carrying GST-tagged Pita or ZIPIC fragment or GST alone were incubated with 6 × His-CP190 fragments. The precipitated proteins were resolved by SDS-PAGE and stained with Coomassie. Additionally, the precipitated proteins were immunoblotted with anti-GST antibodies in the case of the 6 × His pull-down assay.

The MBP pull-down assay also confirmed the interaction of Pita and ZIPIC with CP190 (Fig. 2D). We then used 6 × His and GST pull-down assays to examine the interaction between the 6 × His-tagged BTB domain (1–126aa) or the M domain (245–599aa) of CP190 and GST-tagged fragments of Pita or ZIPIC. The results confirmed that the BTB domain of CP190 interacted with the Pita^95–209^ fragment (Fig. 2E), and the CP190 M domain indeed interacted with the ZIPIC^84–257^ fragment (Fig. 2F).

### Pita and ZIPIC binding sites are strongly correlated with promoter regions and CP190 binding sites

In order to identify the binding sites for Pita and ZIPIC in the *Drosophila* genome, we performed chromatin immunoprecipitation experiments with subsequent sequencing using Illumina’s massive parallel sequencing technology. 

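Chromatin came from S2 cells, a line derived from Drosophila embryos, and was cross-linked, sheared and precipitated with antibodies against Pita or against ZIPIC. Each precipitate gave 1 sequencing library and 1 further library was made from input DNA, so no value below has a replicate. The paper's supplement states that samples made with the same antibody were pooled where more DNA was needed. The reads were aligned to the dm3 assembly with Bowtie, only unambiguously mapped, unique reads were kept, and peaks were called against the input library. The authors' deposited lists give the chromosome, start and end of each peak, its p-value over input and its false discovery rate (FDR), in entries named after the caller PeakRanger. They hold no read counts, no fold enrichment and no peak summits, so the strength of a peak is given here as the authors' −log10 p and its position as the middle of the interval. This measure grows with the depth of a library as well as with enrichment, and its level is compared only between peaks of 1 list. From the lists, peaks were counted by chromosome, their widths were taken, and the Pita and ZIPIC intervals were compared base by base. Chance overlap was estimated by moving every peak to a random position on its own sequence 1000 times. Tests and intervals over peaks describe these 2 libraries only, since peaks of 1 library are not replicates. Coordinates are those of dm3, counted from 1 on the reading of the starts as 0-based. Genes, promoters and motifs at the peaks were not analysed here, because no dm3 genome or annotation was used.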

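Most Pita peaks were short, and ZIPIC peaks were wider. The median width was 264 bp for Pita, with quartiles of 181 and 421 bp. For ZIPIC the median was 387 bp, with quartiles of 206 and 654 bp. Of the Pita peaks, 83.6% were under 500 bp (95% exact binomial interval 82.2 to 85.0, counting error only), against 63.2% of the ZIPIC peaks (61.4 to 64.9). Peaks over 1000 bp numbered 38 for Pita and 303 for ZIPIC. The ZIPIC peaks on the heterochromatic sequences 2LHet, 2RHet, 3LHet, 3RHet and XHet had a median of 838 bp and those on chromosome 4 a median of 552 bp, whereas on the arms 2L, 2R, 3L, 3R and X the median was 342 bp. The 2768 Pita peaks covered 908 kb together and the 3047 ZIPIC peaks 1511 kb. The widest Pita peak spanned 3244 bp and the widest ZIPIC peak 4330 bp.

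**Figure D1:**
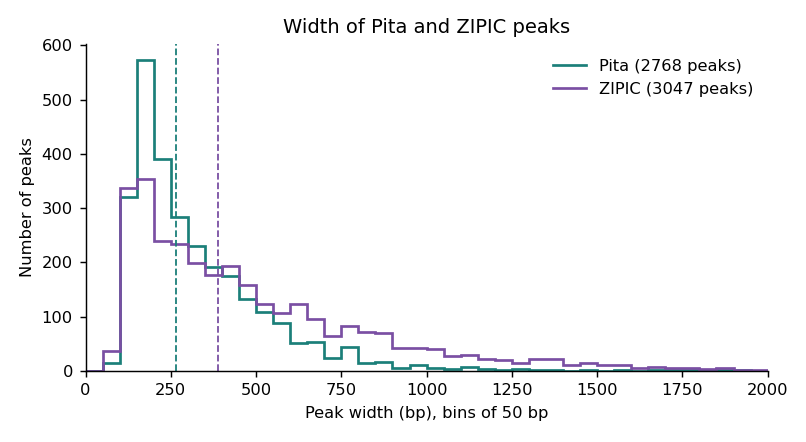
Number of peaks (vertical axis) by peak width in bp (horizontal axis, bins of 50 bp, up to 2000 bp) for the Pita and the ZIPIC list, 1 library each. Dashed lines mark the medians of 264 bp (Pita) and 387 bp (ZIPIC), and the ZIPIC curve lies above the Pita curve over 500 bp.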

Optical inspection of coverage vectors revealed the presence of many narrow peaks, which often coincided with gene promoters (Supplemental Fig. S3). 

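The deposited lists held 2768 peaks for Pita and 3047 for ZIPIC. On the arms 2L, 2R, 3L, 3R and X the proteins had nearly the same number, 2706 for Pita (22.9 per Mb) and 2630 for ZIPIC (22.3 per Mb). Among these arms 2R was the densest for both, with 26.7 Pita and 25.8 ZIPIC peaks per Mb. Outside these arms the lists differed on most sequences, though not on Uextra, an unplaced sequence with 26 Pita and 21 ZIPIC peaks. The unplaced sequence U had 7 and 50. Chromosome 4, a small and largely heterochromatic chromosome, carried 126 ZIPIC peaks (99.0 per Mb) and 21 Pita peaks (16.5 per Mb). These were 4.14% of the ZIPIC list (95% exact binomial interval 3.46 to 4.90) and 0.759% of the Pita list (0.470 to 1.16). The sequences 2LHet, 2RHet, 3LHet, 3RHet and XHet, which hold assembled pericentromeric heterochromatin, carried 220 ZIPIC peaks (7.22%, interval 6.33 to 8.20) and 8 Pita peaks (0.289%, interval 0.125 to 0.569). On 3LHet alone there were 89 ZIPIC peaks and 2 Pita peaks. Many of these ZIPIC peaks were weak. Their median −log10 p was 5.59 on the heterochromatic sequences and 7.29 on chromosome 4, against 7.91 on the 5 arms, and the weakest listed ZIPIC peak had 4.00. With p under 1e-05, 142 ZIPIC and 4 Pita peaks remained on the heterochromatic sequences, and 98 and 16 on chromosome 4. The ZIPIC library also had 2.45 times as many unique reads as the Pita library. Densities were taken over the length up to the last peak seen on a sequence, and the intervals cover counting error only.
The peaks with the smallest p-values were the same 2 intervals in both lists, each with p listed as 0. They lay on 3L from 7346979 to 7349617 and on 3R from 11096777 to 11100020 in the Pita list. In the ZIPIC list they ran from 7346983 to 7349576 and from 11096772 to 11100018. They were far wider than most peaks, at 2639 and 3244 bp in the Pita list and 2594 and 3247 bp in the ZIPIC list. Binding was not separated here from signal that does not depend on the antibody. The next Pita peaks lay on X from 1180907 to 1181553 (−log10 p 192), on the unplaced sequence Uextra from 5224001 to 5224482 (178), on 2R from 7953235 to 7954116 (159) and from 11545222 to 11545787 (157), and on 3R from 27046312 to 27047043 (151). They were followed by 2 peaks on X, from 10662190 to 10662698 (−log10 p 146) and from 3705267 to 3705906 (141), and by one on 2L from 9757964 to 9759168 (123). The next ZIPIC peaks lay on Uextra from 5223996 to 5224481 (−log10 p 194), on X from 7193763 to 7195341 (135) and from 829064 to 829871 (133), on 3R from 24161157 to 24162276 (113), and on 2L from 9757962 to 9759176 (112). After these came peaks on 3R from 27046322 to 27047344 (−log10 p 90.9), on 3L from 19287444 to 19288267 (80.5) and on 2L from 12011429 to 12012672 (79.4). All these values come from the authors' caller.

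**Figure D2:**
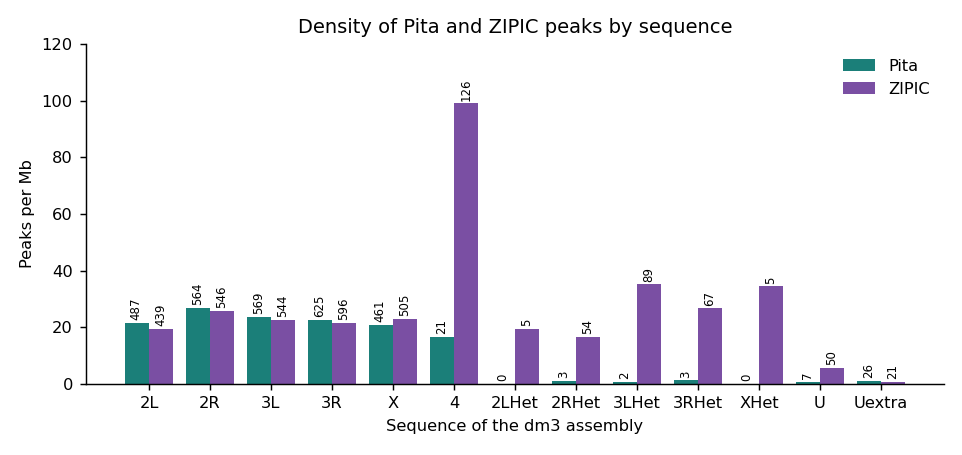
Peaks per Mb (vertical axis) on each sequence of the dm3 assembly (horizontal axis) for Pita and ZIPIC, with the number of peaks above each bar. The bars are of similar height on 2L, 2R, 3L, 3R and X, and on chromosome 4 the ZIPIC bar stands at 99.0 and the Pita bar at 16.5 peaks per Mb.

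**Figure D3:**
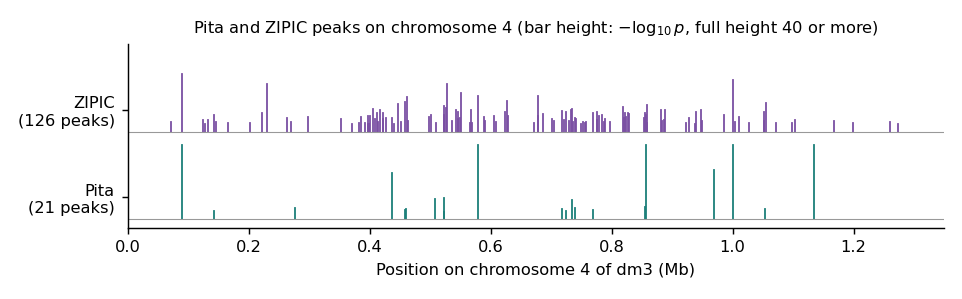
Position in Mb (horizontal axis) of the 126 ZIPIC and 21 Pita peaks on chromosome 4 of dm3, each drawn as a line at its middle with a height in proportion to its −log10 p up to 40. Between 0.4 and 0.9 Mb lie 82 of the ZIPIC and 14 of the Pita peaks.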

Comparing specific ChIP patterns to sequenced input DNA resulted in the identification of a total of 2750 peaks for Pita and 3061 peaks for ZIPIC. When we correlated the distribution of these peaks with genomic annotations, we found that they were indeed concentrated in promoter regions and were relatively rare in intergenic and intronic regions (Fig. 3A).

**Figure 3.**
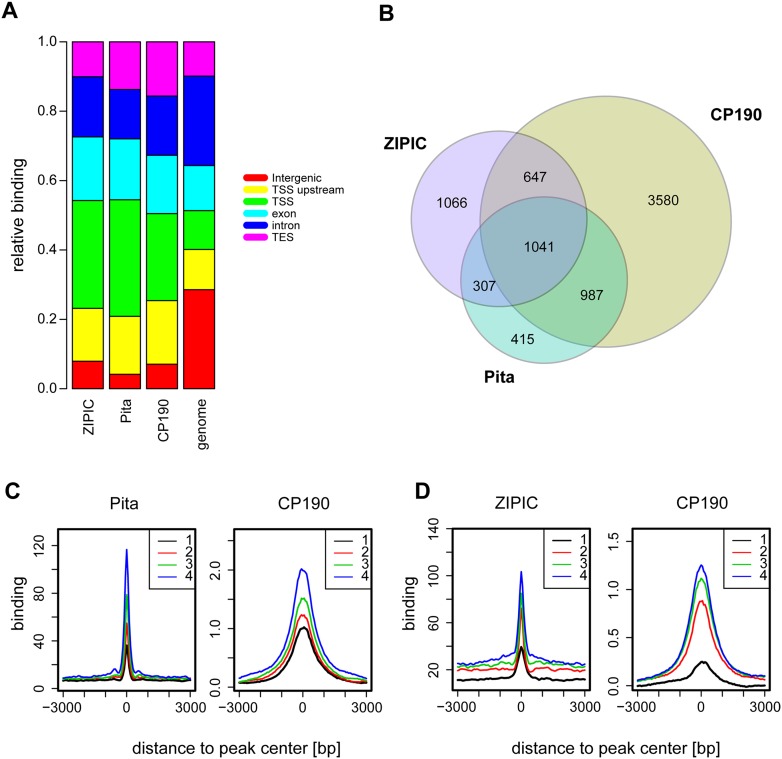
Colocalization of CP190 with Pita or ZIPIC. (*A*) Distribution of genomic elements across regions of significant Pita, ZIPIC, and CP190 binding compared to their background distribution in the genome: ([green] TSS; [yellow] TSS upstream; [light blue] exon; [dark blue] intron; [purple] TES; [red] intergenic sites). (*B*) Venn diagram of the overlap between Pita, ZIPIC, and CP190 peaks. (*C*,*D*) Pita or ZIPIC binding regions were divided into four groups with respect to binding strength, from the lowest (1) to highest (4), and the average profiles for Pita (*C*) and ZIPIC (*D*) were plotted next to the average CP190 signals across the same sites.

In order to estimate to what extent the Pita and ZIPIC peaks overlap with known CP190 binding sites, we analyzed ChIP-chip data from the modENCODE Consortium (The modENCODE Consortium et al. 2010). As expected, we found that most of these peaks (74% for Pita and 55% for ZIPIC) overlapped with a CP190 binding site, whereas 57% of CP190 peaks did not show any overlap with either ZIPIC or Pita peaks (Fig. 3B). Therefore, only a part of CP190 binding events can be explained by recruitment through Pita or ZIPIC. 

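Of the 2768 Pita peaks, 1353 overlapped a ZIPIC peak by at least 1 bp (48.9%, 95% exact binomial interval 47.0 to 50.8, counting error only). Of the 3047 ZIPIC peaks, 1339 overlapped a Pita peak (43.9%, interval 42.2 to 45.7). When each Pita peak was moved at random along its own sequence, a mean of 1.77% overlapped a ZIPIC peak, and the highest of 1000 placements gave 72 peaks. The observed number was 27.6 times that mean (one-sided permutation test by random placement, p = 0.001, the smallest that 1000 placements can give). ZIPIC peaks moved in the same way gave a mean of 1.59% and a highest number of 73 (same permutation test, p = 0.001). The excess is measured against uniform placement, and a placement among promoters was not run. Both lists were called against the same input library, so part of it may come from that shared control.
The overlap was highest among the strongest peaks. All of the 10 strongest peaks of either list overlapped a peak of the other protein. Of the 100 strongest, 89 Pita peaks and 100 ZIPIC peaks overlapped a peak of the other protein of any strength, but only 19 of those Pita peaks overlapped one of the 100 strongest ZIPIC peaks. The strongest ZIPIC peak without a Pita peak ranked 161 in its list and lay on 3L from 4825672 to 4825894 (−log10 p 32.7). Those that followed lay on 3R from 8251542 to 8252011 (−log10 p 31.7), on 3LHet from 1396464 to 1397063 (30.4) and from 485533 to 489162 (29.0), and on 2L from 6455162 to 6455591 (28.4). The 2 strongest Pita peaks without a ZIPIC peak lay on 2L, from 12133364 to 12134156 (rank 38, −log10 p 96.7) and from 1491931 to 1492809 (88.8). Further ones were on chromosome 4 from 1133424 to 1133844 (−log10 p 82.5), on X from 13535893 to 13536385 (81.7) and on 2R from 10028340 to 10028941 (81.2). Of the ZIPIC peaks on chromosome 4, 16 of 126 overlapped a Pita peak (12.7%, interval 7.44 to 19.8), and of those on the heterochromatic sequences 5 of 220 (2.27%, interval 0.742 to 5.22). These shares are limited by the number of Pita peaks there, of which 16 of 21 on chromosome 4 (76.2%, interval 52.8 to 91.8) and 5 of 8 on the heterochromatic sequences (62.5%, interval 24.5 to 91.5) overlapped a ZIPIC peak, against 48.7% on 2L, 2R, 3L, 3R and X.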

A high proportion of Pita and ZIPIC sites overlap with each other and, in many instances, also with CP190 sites (Fig. 3B). To test whether the binding strength of both factors is correlated with that of CP190, we grouped all of these sites into four groups with respect to binding strength, from the lowest (1) to highest (4). We then plotted the corresponding average profiles for Pita (Fig. 3C) and for ZIPIC (Fig. 3D) next to the average CP190 signals across the same sites. This analysis demonstrates that CP190 binding is proportional to that of Pita and ZIPIC binding. From this it can be concluded that binding of adjacent DNA binding factors may be cooperatively increased, and that this is further stabilized by CP190 binding via multiple contacts to Pita and to ZIPIC as well as to other DNA-bound insulator factors in the vicinity (see below).

### Identification of associated binding motifs

Since Pita and ZIPIC contain multiple zinc fingers, we suggested that many of the detected ChIP-seq signals were a result of direct DNA-binding events. To identify potential sequence motifs where such events could indeed take place, we performed a de novo motif search using the MEME program (Machanick and Bailey 2011), concentrating on a ± 20-bp region around the peak maxima of Pita and ZIPIC. For Pita, we were able to identify a 17-mer sequence with an *E*-value of 3.9 × 10^−187^ (Fig. 4A). It should be noted that we did not find related motifs in the TRANSFAC or JASPAR databases; however, the preceding sequence is very similar to a sequence recently identified by Schwartz et al. (2012) as a CP190-binding motif devoid of the insulator factors dCTCF, BEAF-32, TRL (also known as GAF), or Su(Hw). For ZIPIC, we identified an 11-mer with an *E*-value of 3 × 10^−224^ (Fig. 4B), which also had no counterparts in the aforementioned databases. We constructed position specific scoring matrices and scanned the complete genome for the occurrence of these two motifs. Under the specified thresholds, we identified 1090 Pita peaks and 1147 ZIPIC peaks that overlapped the respective motifs.

**Figure 4.**
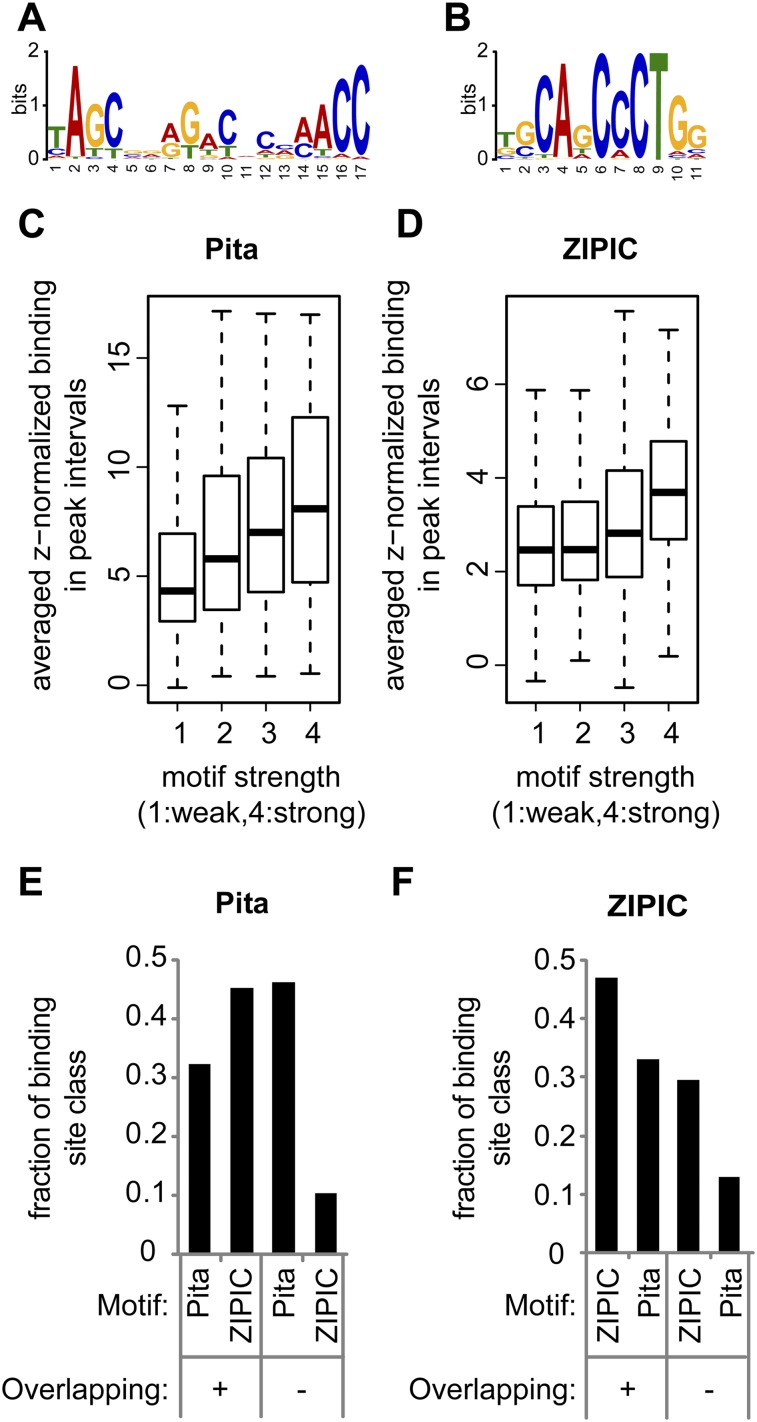
Motif specificity for Pita and ZIPIC. (*A*,*B*) The top motifs identified within (*A*) Pita and (*B*) ZIPIC peaks as a sequence logo. (*C*,*D*) The binding of (*C*) Pita and (*D*) ZIPIC is correlated with motif conservation. Peaks were classified with respect to similarity to the best matching consensus-like sequence and grouped accordingly: from (1) weak similarity to (4) high similarity. (*E*,*F*) Peaks of (*E*) Pita and (*F*) ZIPIC were divided into two groups by the criterion of overlap with peaks of the other protein (overlapping versus nonoverlapping peaks), and both groups were analyzed for the presence of ZIPIC and Pita motifs.

To estimate the significance of the observed overlap, we performed simulations with randomized peak sets (1000 iterations) and found that there was not a single situation as extreme as in the observed case (*P* < 0.001, data not shown). In addition, we analyzed the dependence of the average binding strength across peak intervals on the conservation level of the associated motif. For this purpose, we calculated the best matching motif score for each peak and grouped the peaks according to these scores into four classes, from (1) low to (4) high similarity. When we plotted the binding strength as a function of these classes, we found that the binding strength correlated with the level of similarity between the observed motif and the identified consensus (Figs. 4C,D). Taken together, these data strongly suggest that the binding events detected by ChIP-seq are in many instances dependent on direct DNA-interactions of Pita and ZIPIC with the identified motifs.

A large degree of overlap between ZIPIC and Pita binding, as noted above, might be caused by one of the two factors binding to the other one. Alternatively, both factors could bind to adjacent DNA sequences with their respective consensus specificity. To distinguish between these alternatives, we grouped Pita and ZIPIC binding peaks into overlapping and nonoverlapping cases. 

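Peaks that overlapped the other protein were stronger than those that did not, in both lists. The median −log10 p was 17.1 for the 1353 overlapping Pita peaks and 10.7 for the 1415 nonoverlapping ones, a ratio of 1.60 (95% bootstrap interval 1.44 to 1.84). For ZIPIC it was 12.3 for the 1339 overlapping and 6.00 for the 1708 nonoverlapping peaks, a ratio of 2.04 (interval 1.91 to 2.16). Both ratios had a two-sided permutation p of 1e-05, the smallest that 100000 resamples of the peaks can give. When the lists were cut into 10 classes of equal size by strength, the share of ZIPIC peaks with a Pita peak went from 17.4% (95% exact binomial interval 13.3 to 22.1) in the weakest class to 96.7% (94.1 to 98.4) in the strongest. For Pita it went from 39.7% (33.9 to 45.7) in the weakest class to 53.8% (47.7 to 59.8) in the ninth and 80.5% (75.3 to 85.0) in the strongest. Overlapping Pita peaks had a median width of 293 bp against 236 bp for the others, and overlapping ZIPIC peaks 372 bp against 392 bp. The ZIPIC widths also depend on where the peaks lay. Only 16 of 126 ZIPIC peaks on chromosome 4 and 5 of 220 on the heterochromatic sequences overlapped a Pita peak. All ZIPIC peaks there had median widths of 552 and 838 bp, against 342 bp on 2L, 2R, 3L, 3R and X. Widths of overlapping and nonoverlapping peaks were not compared on those arms alone.
Within the 1353 pairs of overlapping peaks, the middles of the Pita and ZIPIC intervals lay 37.5 bp apart in the median (bootstrap interval 31.5 to 43, quartiles 8.5 and 130 bp), and 923 pairs (68.2%) lay within 100 bp. In 865 pairs one interval lay wholly inside the other. The lists give no summits, so a shared site and 2 adjacent sites are not separated by these distances. The strengths of the paired peaks rose together only weakly, with a Spearman rho of 0.236 (two-sided permutation p = 1e-05, the smallest possible) and, for the 1351 pairs with both p-values above 0, a Pearson r of 0.251 on log values (p = 1e-05). Without the strongest 5% of either list rho was 0.119 (1105 pairs, p = 0.0001). These correlations are across peaks, which are not independent replicates, and some ZIPIC peaks entered more than 1 pair. Both p-values of a pair rest on the same input library. The widths of the paired peaks also correlated, with a Spearman rho of 0.511. The correlation of strengths was not separated from these. For the overlap of the lists, the paper proposes either that one factor binds to the other or that each binds its own motif in neighboring DNA, and it goes on to compare the motifs within overlapping and nonoverlapping peaks (Fig. 4E,F), which were not analysed here.

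**Figure D4:**
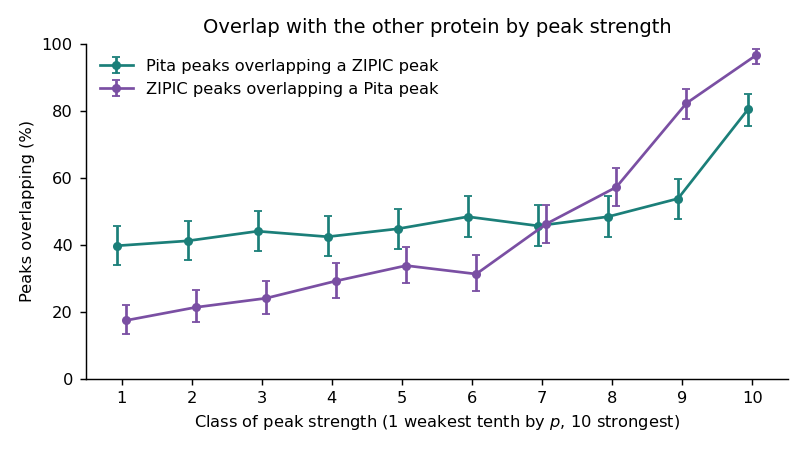
Percent of peaks that overlap a peak of the other protein (vertical axis) in 10 classes of equal size by the caller's p (horizontal axis, 1 weakest, 10 strongest), with 95% exact binomial intervals. The ZIPIC line goes from 17.4% to 96.7%, and the Pita line stays between 39.7% and 53.8% up to the ninth class and reaches 80.5% in the strongest.

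**Figure D5:**
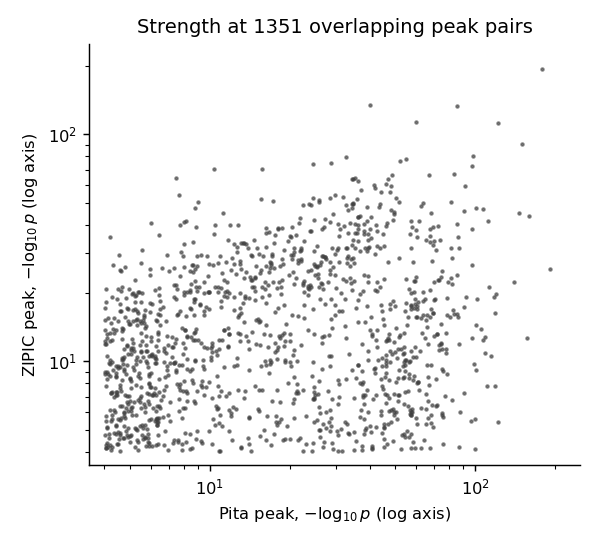
The −log10 p of the Pita peak (horizontal log axis) and of the ZIPIC peak (vertical log axis) at 1351 overlapping pairs, 1 point per pair. The points are widely scattered, with a Spearman rho of 0.236 over all 1353 pairs.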

As expected for the nonoverlapping peaks, the Pita-specific consensus sequence was found within the Pita peaks, and the ZIPIC-specific consensus was enriched in the ZIPIC peaks (Fig. 4E,F). In the case of the overlapping peaks, both *consensi* were found with a similar frequency. These data indicate that, although Pita and ZIPIC binding are often colocalized in the genome, their sequence specific binding is mediated through their respective binding motif.

To test for interdependence of CP190 and ZIPIC, or of CP190 and Pita binding to chromatin, we selected three binding regions for Pita (60A9L, 100B7, 100C) and four binding regions for ZIPIC (57B5, 60A9R, 66E5, 67B6) (Supplemental Fig. S4), all of them containing consensus binding sites for either protein. The binding of Pita or ZIPIC to the selected regions was confirmed by EMSA (Supplemental Figs. S5A,B). Using chromatin immunoprecipitation, we also confirmed the in vivo binding of CP190 and Pita to the Pita-binding regions (Supplemental Fig. S5A) and of CP190 and ZIPIC to the ZIPIC-binding regions (Supplemental Fig. S5B) in S2 cells.

To test the role of Pita and ZIPIC in the recruitment of CP190, we examined CP190 binding in S2 cells where ZIPIC or Pita had been depleted using RNAi (Supplemental Fig. S5A,B). Although either protein was strongly depleted (Supplemental Figs. S1A, S5C), residual binding of Pita and ZIPIC to their sites was still observed. However, the amount of CP190 was greatly reduced at two of three Pita sites and at three of four ZIPIC sites. When CP190 was depleted using RNAi, the binding of Pita also noticeably decreased at two sites, whereas binding of ZIPIC remained unchanged. This suggests that the CP190 protein is required for Pita binding to at least some of the tested sites, whereas in most cases, CP190 binding is dependent on either Pita or ZIPIC.

### CP190 sites marked by Pita and ZIPIC binding are enriched with BEAF-32 and dCTCF, but are depleted of Su(Hw) and occur next to actively transcribed genes

Several DNA-binding proteins, including BEAF-32, dCTCF, and Su(Hw), have recently been described as insulator factors that are capable of interacting with CP190. As shown in several studies, CP190 often occurs together with BEAF-32 and dCTCF or, alternatively, in combination with Su(Hw) and in some cases with Mod(mdg4) (Bushey et al. 2009; Nègre et al. 2010, 2011; Schwartz et al. 2012). When we examined all Pita and ZIPIC peaks overlapping with at least one other factor (Figs. 5A,B; Supplemental Fig. S6), it became evident that both Pita and ZIPIC tend to be in the group clustering with BEAF-32, CTCF, and CP190, whereas an overlap with Su(Hw) takes place only in a minority of cases. In fact, most of the Pita or of the ZIPIC binding sites are clustered with at least one other DNA binding factor, CTCF or BEAF-32. This supports the observation that cooperativity of these factors in tandemly aligned insulator factors is an important feature (Van Bortle et al. 2012, 2014).

**Figure 5.**
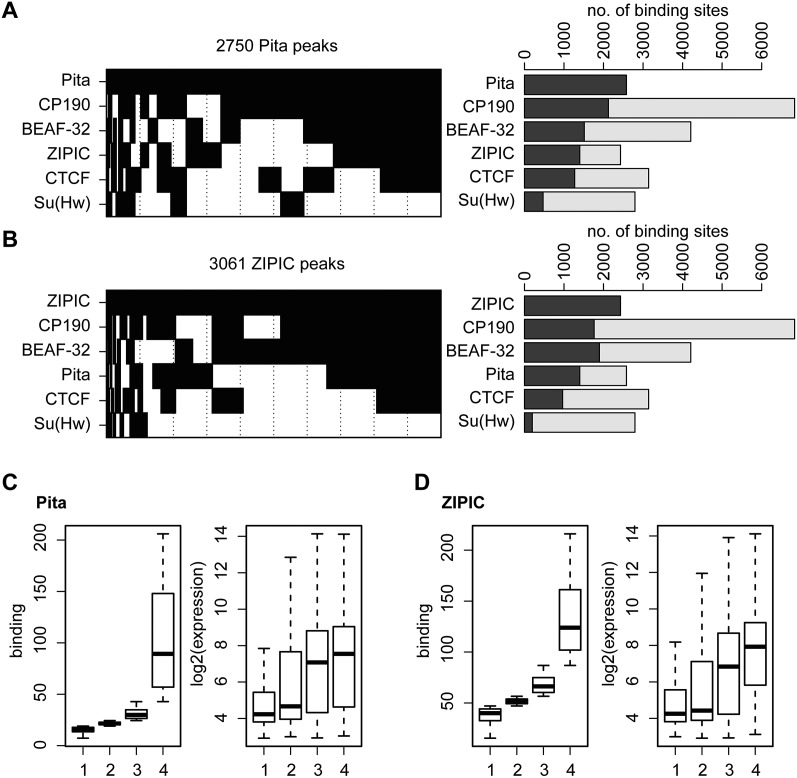
Pita and ZIPIC binding sites cluster with insulator factors. (*A*,*B*) Binary heat maps of (*A*) Pita and (*B*) ZIPIC binding sites classified into groups on the basis of their overlap with the binding of CP190, BEAF, dCTCF and Su(Hw). All sites bound by at least one of these factors are plotted (2579 sites for Pita and 2429 sites for ZIPIC). Each group is shown as a black rectangle in the corresponding row, and each column corresponds to a certain genomic location. The sites are sorted with respect to the occurrence frequency of a given binding pattern. The corresponding bar plot shows for each row the total number of peaks overlapping with the respective factor (dark gray). Additionally, the fraction of peaks not overlapping with Pita (*A*) or ZIPIC (*B*) is plotted in light gray. (*C*,*D*) For all RefGene transcription units, the maximum coverage for Pita (*C*) and ZIPIC (*D*) was calculated within a ±1-kb interval around the transcription start site, and the units were sorted accordingly into four groups, from (1) weak to (4) strong binding (*left* boxplot). The corresponding gene expression levels are shown in the *right* boxplot.

Taking into account data on the association of BEAF-32 and CP190 with actively transcribed genes (Bartkuhn et al. 2009; Jiang et al. 2009; Yang et al. 2012), we were interested in finding out whether there is a correlation between transcription levels and Pita or ZIPIC binding. Therefore, we calculated the maximum coverage within an interval of –1 to +1 kb around the transcription start site for each transcription unit and sorted the units accordingly into four equal-sized groups. The results for both Pita and ZIPIC showed that the expression levels of the respective transcription units scaled up with an increase in binding (Fig. 5C,D).

To obtain further evidence for the relationship between CP190, Pita, and ZIPIC, we included the complete set of modENCODE ChIP-chip data in a comparative analysis (The modENCODE Consortium et al. 2010). We first compared the Pita and ZIPIC peaks to the binding regions recorded in all modENCODE experiments, calculated the ratio between the observed and expected numbers of overlapping peaks, and sorted the respective lists accordingly. Indeed, we found CP190 amongst the top ranked peak sets. Interestingly, other insulator-binding factors, such as dCTCF and BEAF-32, were also found in the highest-ranking peak sets (Supplemental Fig. S7). This finding strengthens the above result that Pita and ZIPIC are strongly linked with CP190 as well as other related insulator factors, such as BEAF and CTCF.

Similarly, we performed a more quantitative comparison between the binding profiles of Pita/ZIPIC and all profiles obtained by the modENCODE Consortium. We determined the average binding across the union of the two peak sets for each individual comparison under investigation and calculated the correlation coefficient across the unified peak set. Again, we ranked the factors accordingly and found that in the case of the Pita comparison, the highest degree of correlation was with chromatin insulators, with CP190 again appearing in the top ranked peak sets (Supplemental Fig. S8).

Taken together, these data show that Pita and ZIPIC have a much higher degree of overlap with CP190 than most other factors included in the modENCODE database.

### Testing Pita and ZIPIC binding sites in enhancer-blocking and anti-silencing assays in transgenic *Drosophila* lines

To test whether Pita and ZIPIC can function like known insulator proteins, we prepared DNA fragments containing five consensus binding sites for Pita (P^×5^) and four such sites for ZIPIC (Z^×4^). An at least threefold reiteration of the respective consensus sequence is found in ∼5%–10% of binding peaks (data not shown). The binding of Pita and ZIPIC to these sites was confirmed in vitro by EMSA (Supplemental Fig. S9A,B).

To test the ability of Pita and ZIPIC binding sites to block enhancers and silencers, we used an assay in transgenic lines carrying the *yellow* reporter gene (Fig. 6A,C; Supplemental Fig. S9C), that is responsible for dark pigmentation of the larval and adult cuticle and its derivatives (Supplemental Fig. S10). Two upstream enhancers stimulate its expression in the body cuticle and wing blades, whereas the enhancer responsible for *yellow* activation in bristles is located in the intron (Geyer and Corces 1987). As a silencer, we chose the 661-bp Polycomb response element (PRE) from the regulatory region of homeotic gene *Ultrabithorax* (*Ubx*), which is often used in anti-silencing assays (Sigrist and Pirrotta 1997; Mallin et al. 1998; Comet et al. 2006). The PRE flanked by FRT sites was inserted between the wing and body enhancers at −1870 relative to the *yellow* transcription start site. The tested DNA fragments flanked by *lox* sites were inserted at −893 between the *yellow* promoter and the regulatory region including PRE and the enhancers (Fig. 6A,C). Hereinafter, parentheses in construct designations enclose the elements flanked by the FRT or *lox* sites at which these elements can be excised by crossing with flies expressing Flp or Cre recombinase (as described in Supplemental Methods).

**Figure 6.**
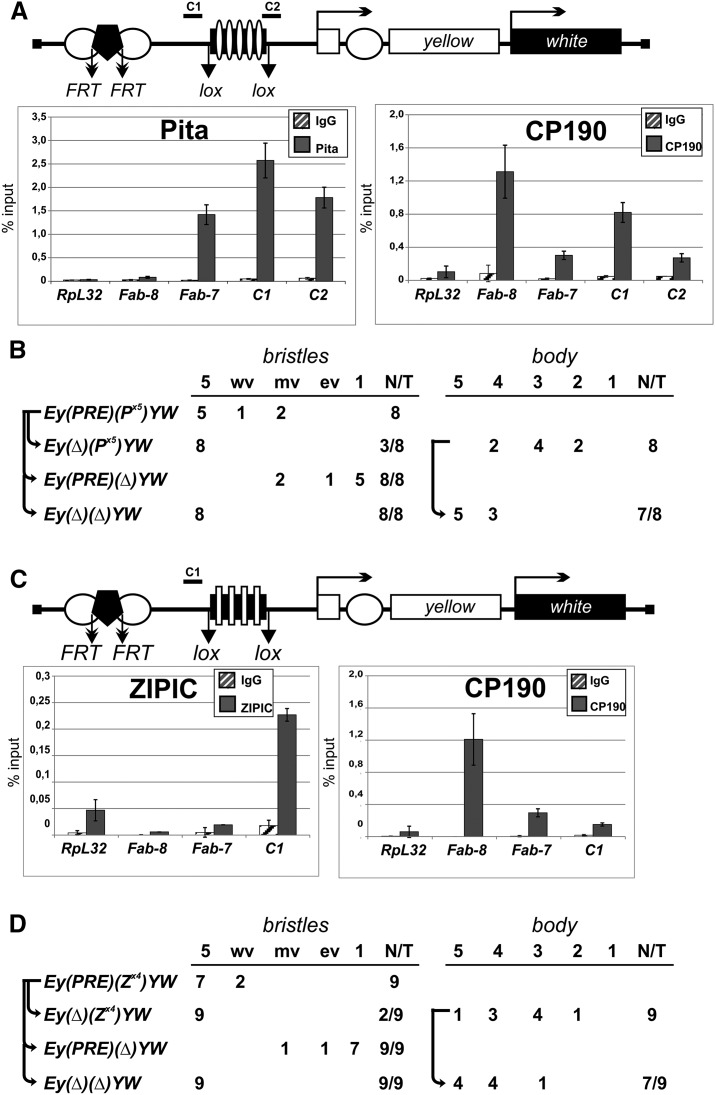
Testing Pita and ZIPIC binding sites for boundary and enhancer-blocking activities. (*A*,*C*) Reductive schemes of transgenic construct used to examine the boundary and enhancer-blocking activities of Pita (*A*) and ZIPIC (*C*) binding sites. The *yellow* and *white* genes are shown as boxes with arrows indicating the direction of their transcription. *Downward* arrows indicate target sites for Flp recombinase (FRT) or Cre recombinase (*lox*). The box with five white ovals (*A*) or four white rectangles (*C*) shows five Pita or four ZIPIC binding sites, respectively. White circles show the body and wing enhancers of the *yellow* gene; the black pentagon shows PRE from the *Ubx* gene. Histograms show the binding of (*A*) Pita and CP190 to Pita binding sites and (*C*) ZIPIC and CP190 to ZIPIC binding sites in the transgenic construct. Chromatin was isolated from transgenic flies carrying the construct and treated with antibodies to Pita, ZIPIC, and CP190. Nonspecific IgG was used as a negative control. The results of ChIP are presented as a percentage of input DNA. Relative locations of primers for ChIP are indicated at the construct scheme as C1 and C2. The *RpL32* coding region (devoid of binding sites for the test proteins) was used as a negative control; *Fab-8* and *Fab-7* as CP190-binding regions and *Fab-7* as a Pita-binding region were used as positive controls. Error bars indicate standard deviations of quadruplicate PCR measurements. (*B*,*D*) Experimental evidence that (*B*) Pita and (*D*) ZIPIC binding sites have an insulator activity. The “bristles” and “body” columns show the numbers of transgenic lines with different levels of pigmentation in corresponding cuticle structures. The “bristle” column shows degree of *yellow* expression in bristles of the thorax and head. The pigmentation was scored using a 5-point scale, where 1 denotes loss of pigmentation in all bristles on the thorax and head; (ev) extreme variegation (only 1–3 bristles on the thorax and head are partially pigmented); (mv) moderate variegation (about half of bristles are yellow); (wv) weak variegation (only 1–3 bristles on the thorax and head are yellow or partially pigmented); and (5) pigmentation of all bristles as in wild-type flies. The “body” column shows the numbers of transgenic lines with the *yellow* pigmentation level in the abdominal cuticle (reflecting the activity of the body enhancer); in most of the lines, the pigmentation level in wing blades (reflecting the activity of the wing enhancer) closely correlated with these scores. The level of pigmentation (i.e., of *y* expression) was estimated on an arbitrary five-grade scale, with wild-type expression and the absence of expression assigned scores 5 and 1, respectively (see Supplemental Fig. S10). In the N/T ratio, N is the number of transgenic lines in which flies acquired a new *yellow* phenotype after the deletion of a DNA fragment flanked by either FRT or *lox* sites, and T is the total number of examined transgenic lines.

ChIP with chromatin isolated from pupae confirmed that Pita and CP190 bind to the P^×5^ fragment (Fig. 6A), and that ZIPIC and CP190 bind to the Z^×4^ fragment (Fig. 6C). In all transgenic lines, Pita and ZIPIC binding sites protected *yellow* expression in bristles from PRE-mediated repression. Moreover, these sites also partially blocked the *yellow* enhancers in the absence of PRE (Fig. 6B,D). Similar results had been previously obtained using binding sites for the known insulator proteins Su(Hw) and Dwg (also known as Zw5) (Gaszner et al. 1999; Scott et al. 1999; Golovnin et al. 2003; Kyrchanova et al. 2008a, 2013). Thus, Pita and ZIPIC function like insulator proteins by blocking enhancers and protecting the reporter gene expression from PRE-mediated silencing.

In Schwartz et al. (2012) it was reported that the 1-kb region (100C) bound by CP190 effectively blocks communication between the *yellow* enhancers and the promoter. This region contains a binding site for Pita (Supplemental Figs. S4, S5A), but not for other known insulator proteins. To test whether Pita is essential for enhancer blocking activity of the 100C region, we tested the derivative 372-bp fragment (d100C) that includes a Pita site in the enhancer blocking assay. The d100C fragment flanked by *lox* sites was inserted between the *yellow* enhancers and the promoter (Supplemental Fig. S11A). The 372-bp region effectively blocked the *yellow* enhancers in nine independently obtained transgenic lines. The binding of Pita and CP190 to the d100C in the transgenic construct was confirmed by immunoprecipitation of chromatin isolated from pupae (Supplemental Fig. S11B). To confirm the role of Pita in enhancer blocking activity, we mutated its binding site in the d100C fragment (d100C^m^). The mutated fragment failed to block the *yellow* enhancers in four independently obtained transgenic lines (Supplemental Fig. S11C). ChIP showed that neither Pita nor CP190 bound to d100C^m^ in transgenic pupae. Thus, the Pita/CP190 complex is critical for enhancer blocking activity of the 100C region.

### Pita in cooperation with dCTCF contributes to the activity of *MCP* insulator

Our results indicate that Pita and ZIPIC frequently colocalize with dCTCF. In particular, Pita binds in close proximity to the dCTCF binding site in the *MCP* insulator (Supplemental Fig. S12A). In *Drosophila*, dCTCF and Pita are recruited to the *MCP* region in flies (Supplemental Fig. S12B) and bind to the DNA fragment corresponding to the *MCP* insulator in vitro (Supplemental Fig. S12C). To test whether Pita contributes to the activity of the *MCP* insulator, we used the above assay in transgenic lines.

As we had found previously, the *MCP* insulator partially blocks the yellow enhancer (Gruzdeva et al. 2005). To further test the activity of *MCP*, we made transgenic lines in which the 340-bp *MCP* insulator flanked by *lox* sites was inserted between the regulatory elements (the enhancers and PRE) and the *yellow* promoter. We found that the *MCP* insulator protected *yellow* expression in bristles from repression in all five transgenic lines with active PRE silencer and, in addition, partially blocked the *yellow* enhancers in the absence of PRE (Fig. 7A). The binding of dCTCF, Pita, and CP190 to the 340-bp *MCP* in the transgenic construct was confirmed by immunoprecipitation with chromatin isolated from pupae (Fig. 7A).

**Figure 7.**
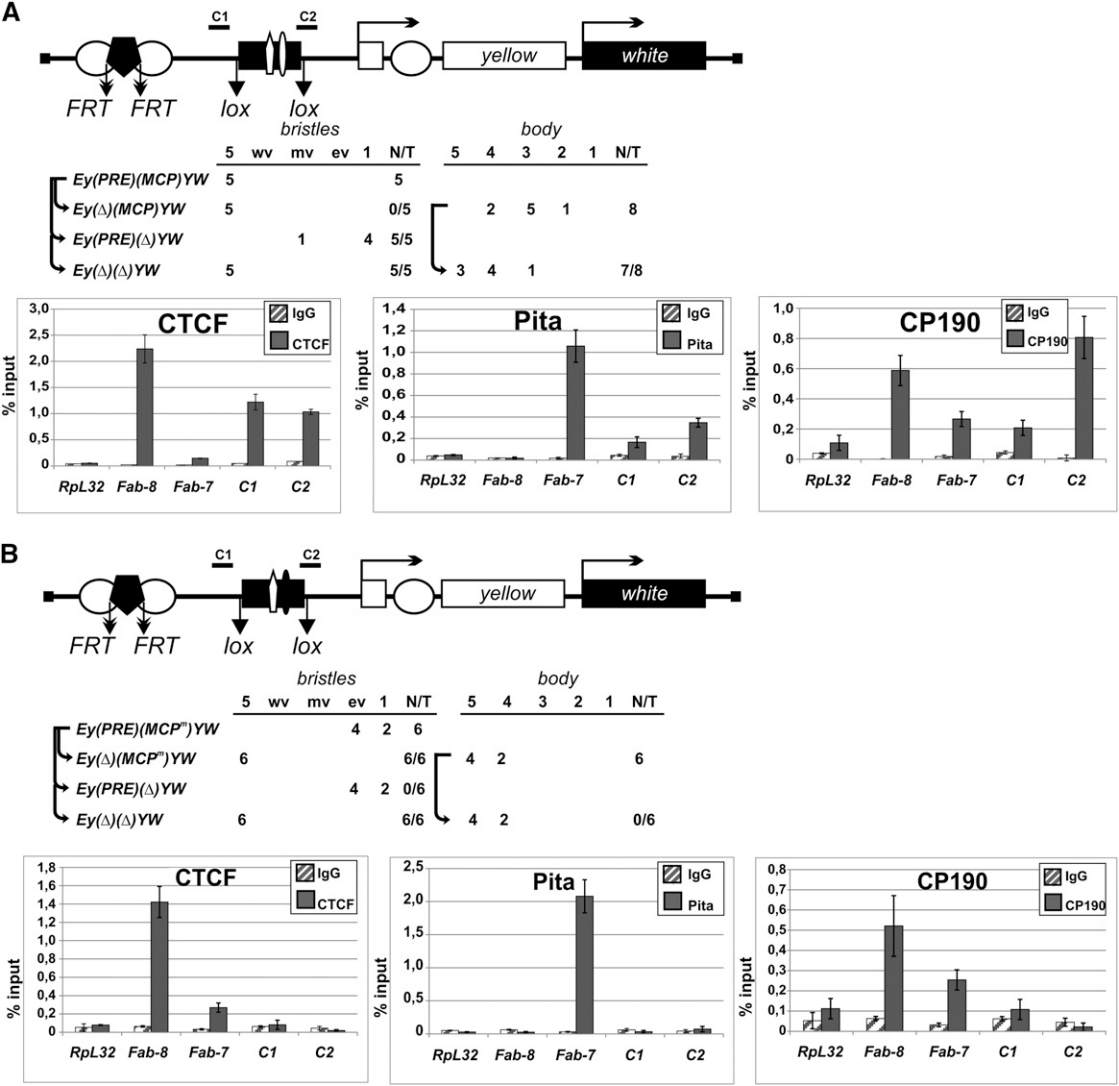
Testing the enhancer-blocking activity of Pita binding sites at the *MCP* insulator. Reductive schemes of transgenic constructs used to examine the enhancer-blocking activity of Pita binding sites at the *MCP* element. This element is shown as a black box with a white pentagon (dCTCF binding site) and a white or a black oval indicating wild-type (*A*) or mutated (*B*) Pita binding sites. Figures in the columns show the numbers of transgenic lines with different levels of pigmentation in the abdominal structures. Histograms show binding of dCTCF, Pita, and CP190 proteins to *MCP* with wild-type (*A*) or mutated (*B*) Pita binding sites in the transgenic construct. For other designations, see Figure 6.

Next, we mutated the binding site for Pita in the *MCP* insulator (*MCP*^m^). The results of electrophoretic mobility shift assay confirmed that dCTCF bound to *MCP*^m^, whereas Pita did not (Supplemental Fig. S12C). In transgenic lines, *MCP*^m^ failed to protect *yellow* expression from PRE-mediated silencing or to block the *yellow* enhancers (Fig. 7B). ChIP showed that neither dCTCF nor Pita bound to *MCP*^m^ in transgenic pupae (Fig. 7B). These results provide strong evidence that Pita and dCTCF cooperate in binding to the *MCP* insulator and contribute to its activity.

## Discussion

CP190 is known to interact with promoters and with the insulator proteins dCTCF, BEAF-32, and Su(Hw). Additional IBPs have been postulated, based on previous mapping results of the CP190 factor binding to additional sites (Schwartz et al. 2012). Here we describe two new proteins, Pita and ZIPIC, that interact with CP190 and display insulator function. Within Drosophilidae, these zinc-finger proteins are highly conserved, but not outside of Diptera. CP190 is recruited to model binding sites for Pita and for ZIPIC as well as to endogenous sites, indicating that both participate in targeting of CP190 to chromatin. Indeed, our studies on three endogenous Pita and four ZIPIC binding sites show that CP190 binding depends on the presence of Pita or ZIPIC.

Pita or ZIPIC interact directly with CP190, as demonstrated by mass spectrometric analysis of CP190 complexes, by coimmunoprecipitation, and by yeast two-hybrid analysis. Protein interaction requires the BTB domain of CP190 to bind the Pita domain located between the ZAD and zinc-finger domains. Thus, the BTB domain of CP190 is required for interactions with insulator proteins, which is in agreement with the previous observation that only the BTB domain with the adjacent aspartic acid-rich D-domain are required for the association of CP190 with polytene chromosomes (Oliver et al. 2010). The BTB domain forms stable dimers (Bonchuk et al. 2011) and is similar in structure to the BTB domain of human ZBTB33 (also known as Kaiso), which interacts with CTCF (Defossez et al. 2005). Similar to CP190, ZBTB33 associates with chromatin during interphase and with centrosomes in mitotic cells (Soubry et al. 2010). It is noteworthy that the centrosomal targeting domain in both ZBTB33 and CP190 is adjacent to zinc fingers. Thus, CP190 and ZBTB33 appear to have partially overlapping functions in the regulation of transcription and in the activity of insulators. In contrast to Pita, the ZIPIC protein interacts with the centrosomal targeting domain (M domain) of CP190. Therefore, two different domains of CP190 are involved in interactions with DNA-binding proteins.

For several insulator factors, a substantial fraction of the protein is associated with active promoters. This has been shown for CP190 (Bartkuhn et al. 2009), for dCTCF (Nègre et al. 2010), and for BEAF-32 (Bushey et al. 2009; Jiang et al. 2009; Nègre et al. 2010; Yang et al. 2012). Similarly, we find a strong correlation between Pita and ZIPIC binding to transcriptional start sites and gene activity. Indeed, it has been postulated that promoters and insulators are functionally and evolutionary related (Geyer 1997; Raab and Kamakaka 2010).

In accordance with the role of insulator proteins in the formation of boundaries between active and repressed chromatins, dCTCF and CP190 are associated with PcG domains throughout the genome (Bartkuhn et al. 2009; Nègre et al. 2010, 2011). It has been shown that the H3K27me3 domain boundaries correspond to dCTCF sites that are cobound by CP190 (Bartkuhn et al. 2009; Schwartz et al. 2012). However, inactivation of dCTCF has only a limited effect on the spreading of H3K27me3. To explain these ambiguous results, it has been suggested that insulator proteins have multiple functions at chromatin boundaries and that additional insulator factors may bind as well. Our results show that Pita and ZIPIC binding sites can block the spreading of PRE-mediated silencing. Thus, it appears that after dCTCF knockdown, other insulator proteins that are bound next to dCTCF can fulfil a barrier function at numerous boundaries of chromatin domains.

This argues for a frequent clustering of insulator proteins, which indeed has been shown for CP190, dCTCF, and BEAF-32, whereas Su(Hw) is in most cases not involved in these clusters (Schwartz et al. 2012; Van Bortle et al. 2012, 2014). Similarly, for Pita and ZIPIC, we find a high percentage (95% of Pita sites and 77% of ZIPIC sites) to be clustered with at least one other IBP. These clusters, with each of the DNA-bound factors contacting CP190 molecules, which by themselves can dimerize, may explain the strong correlation of binding affinity we have observed. High affinity binding sites for Pita and ZIPIC are simultaneously high affinity sites for CP190. This may lead to an interdependency seen when CP190 is depleted. Depending on the insulator studied, three different situations can be envisaged: (1) Depletion of a single DNA bound factor has no consequences on CP190 binding, as the remaining insulator proteins are sufficient for CP190 binding. This has been observed for BEAF-32 depletion, which does not affect CP190 recruitment to chromatin (Schwartz et al. 2012; Lim et al. 2013). (2) At other sites, CP190 may require the cooperation with at least two DNA-bound IBPs. This idea is supported in the case of Pita and ZIPIC, since different CP190 domains are contacted by each protein. Functionally, we have observed this situation with the *MCP* insulator. Pita and dCTCF proteins bind to adjacent sites in the *MCP* insulator (Gruzdeva et al. 2005; Kyrchanova et al. 2007). Two *MCP* insulators interact in an orientation-dependent manner and can support super-long-distance interactions between transgenes (Muller et al. 1999; Vazquez et al. 2006; Kyrchanova et al. 2007, 2011). These properties of the *MCP* insulator are explained by the binding of several insulator proteins that support specific long-distance interactions (Kyrchanova and Georgiev 2014). When we destroy the binding site for Pita, clearly the protection from PRE mediated repression is impaired, suggesting that the cooperation between Pita and dCTCF in CP190 binding is lost. (3) Cooperation at clustered binding sites may help IBPs with low DNA-binding affinity to bind efficiently within the cluster. Upon CP190 depletion, cooperation is lost, and the weak DNA-binding may cause the loss of particular low-affinity DNA-binding factors. Such an interdependency has been found for CP190 and Su(Hw) (Schwartz et al. 2012). Similarly, we have observed such an effect with two of three tested Pita binding sites losing Pita binding upon CP190 depletion.

Therefore, the roles of individual proteins in the formation of insulator complexes on chromatin are primarily dependent on a given combination of binding sites for insulator proteins as well as on the contacted sites in long-range interactions.

In conclusion, our results show that the number of insulator-like proteins in the *Drosophila* genome is greater than previously thought. These proteins interact with CP190 and may have multiple functions in organizing chromosome architecture.

## Methods

### Protein expression and purification

Recombinant proteins were expressed in *E. coli* BL21 cells and purified using standard procedures. Briefly, the cells expressing Pita[99–302aa], Pita[550–683aa], ZIPIC[84–257aa] were disrupted by sonication in buffer A (40 mM HEPES-KOH, pH 7.7; 400 mM NaCl, 5 mM β-mercaptoethanol, 0.1% NP-40, 20 mM imidazole, 1 mM PMSF, 1:1000 Complete Protease Inhibitor Cocktail VII [Calbiochem]). The lysate was cleared by centrifugation and applied onto a Ni-NTA (Pierce) column. After washing, the bound proteins were eluted with 300 mM imidazole and dialyzed against appropriate buffer.

Full-length dCTCF, Pita, and ZIPIC and their zinc-finger domains were expressed as fusions with MBP. The cells expressing these proteins were disrupted as described above in buffer A with the addition of 0.1 mM ZnCl_2_. The lysate was applied onto an immobilized amylose (New England Biolabs) column in starting buffer (20 mM Tris-HCl, pH 8.0; 20 mМ KCl, 100 mМ NaCl, 5 mМ MgCl_2_, 100 mМ ZnCl_2_, 10% glycerol, 0.1% NP-40, 0.5 mМ PMSF, 1% β-mercaptoethanol, 1:1000 Calbiochem Cocktail VII). After washing, the bound proteins were eluted with maltose-containing buffer (20 mМ Tris-HCl, pH 7.4; 200 mМ NaCl, 0.1 mМ ZnCl_2_, 10 mМ maltose, 1% β-mercaptoethanol) and dialyzed against an appropriate buffer.

### Pull-down assays

For pull-down assays, we performed coexpression of full-length Pita and ZIPIC proteins fused with MBP or their zinc-finger domains fused with GST and of full-length CP190 and its [1–126] and [245–599] regions fused with 6 × His in *E. coli* BL21 cells. The cells were grown in LB medium at 37°C to an A_600_ of 1.0 and then induced with 1 mM IPTG overnight at 18°C. ZnCl_2_ was added to a final concentration of 200 μM prior to induction. The cells were then disrupted by sonication in buffer A (20 mM HEPES-KOH, pH 7.7; 150 mM NaCl, 5mM MgCl_2_, 0.1 mM ZnCl_2_, 0.1% NP-40, 10% (w/w) glycerol, 0.5 mM PMSF, 1 mM DTT, 1:1000 Calbiochem Cocktail VII) and centrifuged at 5000*g*. The supernatant was mixed with pre-equilibrated Ni-NTA resin (Pierce) (6 × His pull-down assay), glutathione resin (Pierce) (GST pull-down assay), or amylose resin (New England Biolabs) (MBP pull-down assay) and incubated for 20 min at room temperature with rotation. After binding, the resin was washed with four portions of buffer B (buffer A with 500 mM NaCl) and treated with elution buffer (GST-pull-down: 50 mM Tris, pH 8.0, with 200 mM NaCl and 30 mM glutathione; MBP-pull-down: 20 mM HEPES-KOH, pH 7.6, with 200 mM NaCl and 10 mM maltose; 6 × His-pull-down: 40 mM HEPES-KOH, pH 7.7, with 400 mM NaCl, 5 mM β-mercaptoethanol, and 300 mM imidazole) for 20 min. The mixture was then centrifuged at 2000 rpm for 1 min, and the supernatant was analyzed by SDS-PAGE with Coomassie staining.

### Preparation of embryonic nuclear extract

Nuclear extracts were prepared from 0- to 12-h embryos and used to immunoprecipitate the protein complexes of interest. For this purpose, 60 g of embryos 0–12 h were collected and processed as described (Kamakaka et al. 1991), with the following modifications. The nuclei were resuspended in Buffer I, layered upon the same volume of Buffer S (15 mM HEPES-KOH, pH 7.6; 10 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA, 0.5 mM EGTA, 0.8 M sucrose, 1 mM DTT, 0.5 mM PMSF, Calbiochem Cocktail V), and pelleted in a bucket rotor at 2500*g* for 20 min. At the final stage, the nuclear extract was precipitated with ammonium sulfate (0.3 g/mL extract), and the precipitate was dialyzed against HEMG-40 buffer (25 mM HEPES-KOH, pH 7.6; 40 mM KCl, 12.5 mM MgCl_2_, 0.1 mM EDTA, 10% glycerol, 1 mM DTT, 0.5 mM PMSF, Calbiochem Cocktail V), and frozen in liquid nitrogen. The lysate was used in immunoprecipitation assays (as described in Supplemental Methods).

### Yeast two-hybrid assay

Yeast two-hybrid assay was carried out using yeast strain pJ69-4A with plasmids and protocols from Clontech. For growth assays, plasmids were transformed into yeast strain pJ69-4A by the lithium acetate method, as described by the manufacturer, and plated on media without tryptophan and leucine. After 2 d of growth at 30°C, the cells were plated on selective media without tryptophan, leucine, histidine, and adenine, and their growth was compared after 2–3 d. Each assay was repeated three times.

Technical details for S2 cell nuclear lysate preparation and mass spectrometric analysis, RNA interference in *Drosophila* S2 cells, RNA isolation and real-time PCR, plasmid construction, antibodies used, immunostaining of polytene chromosomes, immunoprecipitation of protein nuclear extract, chromatin immunoprecipitation from S2 cells, chromatin immunoprecipitation from pupae and embryos, deep sequencing of ChIP DNA, bioinformatics analyses, electrophoretic mobility shift assay (EMSA), generation and analysis of transgenic lines are presented in Supplemental Methods*.*

## Data access

All data sets reported in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE54337.

## Supplementary Material

Supplemental Material

# Supplementary material for: Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin
**Source:** Genome Res. 2015 Jan;25(1):89–99. doi: 10.1101/gr.174169.114
**Supplement:** Supplemental Material

Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin — Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin — Supplemental Material 

# Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin

## Supplemental Material

**Files in this Data Supplement:**

- Supp FigS1.tif
- Supp FigS2\_1.tif
- Supp FigS2.tif
- Supp FigS3.tif
- Supp FigS4.tif
- Supp FigS6.tif
- Supp FigS7.tif
- Supp FigS8.tif
- Supp FigS9.tif
- Supp FigS10.tif
- Supp FigS11.tif
- Supp FigS12.tif
- Supplemental Material.docx

# Supplementary material for: Two new insulator proteins, Pita and ZIPIC, target CP190 to chromatin
**Source:** Genome Res. 2015 Jan;25(1):89–99. doi: 10.1101/gr.174169.114
**Supplement:** Supplemental Material

**Supplemental material**

This supplemental material contains the following items.

1. Supplemental methods

2. Supplemental references

3. Supplemental figure legends

4. Supplemental table

**Supplemental methods**

**S2 cell nuclear lysate preparation and mass spec analysis**

S2 cells grown in SFX medium were collected by centrifugation at 700 x g for 5 min, washed once with 1×PBS and resuspended in IP-0 buffer (10 mM Tris-HCl, pH 8.0; 10 mM NaCl, 10 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 250 mM sucrose, 1 mM PMSF, 0.2% NP-40, Calbiochem Complete (EDTA-free) Protease Inhibitor Cocktail V), incubated for 10 minutes at 4°C and disrupted by 20 strokes in a Dounce homogenizer on ice. The nuclei were pelleted at 3000 x *g* for 10 min and resuspended in IP-10+ buffer (10 mM Tris-HCl, pH 8.0; 10 mM NaCl, 10 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 10% Glycerol, 0.1% NP-40. An equal volume of IP-850+ (10 mM Tris-HCl, pH 8.0; 850 mM NaCl, 10 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 10% glycerol, 0.1% NP-40) was added, and the nuclei were lysed for 10 minutes on ice; then two volumes of IP-10+ with 1 U/mL DNase I were added, and incubation was continued for 10 min at room temperature, with rotation. The lysate was cleared by centrifugation at 16 000 x *g* for 20 min and used in immunoprecipitation assays.

S2 cells were stably transfected with pRm-HA/FLAG-CP190 and the expression of cell clones induced with 500 mM CuSO_4_ for 24 h. Nuclear extract preparation was performed as described ([Yusufzai et al. 2004](#_ENREF_14)) and was done for the induced and the uninduced cell clone separately. After immunoprecipitation with anti-FLAG antibody proteins were eluted from the beads and loaded onto a SDS-PAGE (4-12% Bis-Tris Invitrogen). Gels were stained with colloidal blue (Invitrogen), and evenly sized gel pieces were excised and processed for mass spectrometry. The gel pieces were subjected to in gel reduction and alkylation, followed by trypsin digestion as described previously ([Shevchenko et al. 2006](#_ENREF_11)). Briefly, gel pieces were washed twice with 50% (50 mM NH_4_HCO_3_ eluent additive for LC-MS (Sigma-Aldrich) / 50% ethanol) for 20 min and dehydrated with 100% ethanol for 10 min and then vacuum centrifuged. Gel pieces were reduced with 10 mM DTT for 45 min at 56°C and alkylated with 55 mM iodoacetamide for 30 min at RT in the dark. After two steps of washing / dehydration, samples were dehydrated twice with 100% ethanol for 15 min and vacuum centrifuged. Gel pieces were digested overnight at 37°C in 50 µl of digestion buffer containing 12.5 ng/µl of Sequencing Grade Modified Trypsin (Promega Corp., Madison, USA). Released peptides were extracted (collecting separately the liquid mixture of each samples at each step) once by adding 100 µl of 30% acetonitrile LC/MS grade (Thermo Scientific) / 3% trifluoracetic acid (TFA, protein sequence analysis grade, Sigma-Aldrich) in water (LC/MS grade quality, Thermo Scientific), twice by adding 70% acetonitrile, followed by two final extractions with 100% acetonitrile. Extracts were vacuum centrifuged to remove acetonitrile and subsequently acidified with 0.5% TFA. Samples containing tryptic peptides were desalted and concentrated with homemade "STAGE" tips (Stop and Go extraction tips) filled with C-18 (C18 Empore Disks, 3M, Minneapolis, MN) as described earlier ([Rappsilber et al. 2003](#_ENREF_10); [Kruger et al. 2008](#_ENREF_4)).

Mass spectrometric experiments were performed on a nano-flow HPLC system (Agilent) connected to a LTQ-Orbitrap XL instrument (Thermo Fisher Scientific) equipped with a nano electrospray source (Proxeon). The mass spectrometer was operated in the data dependent mode to monitor MS and MS/MS spectra. Survey full-scan MS spectra (from m/z 300–2000) were acquired in the Orbitrap with a resolution of R=60,000 at m/z 400 after accumulation of 1,000,000 ions. The five most intense ions from the preview survey scan delivered by the Orbitrap were sequenced by collision-induced dissociation (CID) in the LTQ. Mass spectra were analyzed using MaxQuant software (Version 1.1.14.10) ([Cox and Mann 2008](#_ENREF_1)) and all tandem mass spectra were searched against the *Drosophila* International Protein Index protein sequence database (IPI version r5.1) and concatenated with reversed copies of all sequences. The required false positive rate was set to 1% at the protein and peptide level. Maximum allowed mass deviation was set to 7 ppm in MS mode and 0.5 Da for MS/MS peaks. Cysteine carbamido-methylation was searched as a fixed modification and N-acetyl methionine, and phospho (STY) was searched as variable modifications. A maximum of three missed cleavages were allowed. Protein quantitation was performed with the MaxQuant label free option as described in ([Luber et al. 2010](#_ENREF_6)) and the ratio between the extract from induced cells and the extract from uninduced cells was determined. A ratio of higher than 3.5 fold was considered to be specific.

**RNA interference in *Drosophila* S2 cells**

The S2 cells were cultured in SFX medium (HyClone) in 60-mm Petri dishes at 25°C. RNAi experiments were performed when the culture reached a density of ~0.2x10^6^ cells/ml. The cells were treated with 100 μg of corresponding dsRNA, and the treatment was repeated after 3 days. On day 7 after the first dsRNA treatment, the cells were used for subsequent experiments (preparation of total protein, total RNA, and cross-linked chromatin). The sequences of PCR primers used to produce DNA templates for dsRNA synthesis are listed below. dsRNA were synthesized with MEGAScript kit (Pierce) according to manufacturer’s recommendations.

**RNA isolation and real-time PCR**

Total RNA was isolated using the TRI reagent (Molecular Research Center, United States) according to the manufacturer’s instructions. RNA was treated with two units of Turbo DNase I (Ambion) for 30 min at 37°C to eliminate genomic DNA. The synthesis of cDNA was performed using 2 mg of RNA, ArrayScript reverse transcriptase (Ambion), and oligo(dT) as a primer. The amounts of specific cDNA fragments were quantified by real-time PCR. At least three independent measurements were made for each RNA sample. Relative levels of mRNA expression were calculated in the linear amplification range by calibration to a standard genomic DNA curve to account for differences in primer efficiencies. Individual expression values were normalized with reference to *RpL32* and *γTub37C* mRNA.

**Plasmid construction**

For protein purification, protein-coding fragments were PCR-amplified using corresponding primers and subcloned into pGEX-4T1 (GE Healthcare), pMAL-C5X (New England Biolabs), or pET32a(+) vector (Merck Biosciences) in frame with the corresponding tag. In case of 6×His-fusions without Thioredoxin, its coding sequence was excised from pET32a(+) vector with *Nde*I. For co-expression assays, proteins fused with 6×His tag were cloned in vector derived from pACYC and pET28a(+) (Novagen) that contained the p15A replication origin, Kanamycin resistance gene, and pET28a(+) MCS.

For protein expression in S2 cells, protein-coding sequences were cloned in frame with 3×FLAG, excised, and subcloned into the pAc5.1 plasmid (Invitrogen).

Plasmids for yeast two-hybrid assay were prepared with pGBT9 and pGAD424 vectors from Clontech. Pita- and ZIPIC-containig derivatives were fused with GAL4 activating domain, and CP190-containing variants were fused with GAL4 DNA-binding domain.

To generate transgenic flies the corresponding vectors containing defective inverted repeats of P-element were prepared. The 3-kb *Sal*I–*Bam*HI fragment containing the *yellow* regulatory region (yr) with the body and wing enhancers (fragment –2873 to –1266 bp relative to the transcription start site) was subcloned into the pGEM7 plasmid digested with *Bam*HI and *Xho*I. The 660-bp PRE from *Ultrabithorax* gene surrounded by frt sites (for FLP recombinase) was then inserted at –1868 from the *yellow* transcription start site (yr-PRE). The 5-kb *Bam*HI–*Bgl*II fragment containing the *yellow* coding region (yc) was subcloned into CaSpeRΔ700 (yc-C700). The CaSpeRΔ700 vector contains the *mini-white* gene without insulator at its 3’ side and defective inverted repeats of P element. The 5×Pita and 4×ZIPIC binding sites and *MCP*, d100C (wild-type or with a mutated Pita-binding site) were inserted between two lox sites (for CRE recombinase). These fragments were inserted into the yr-PRE plasmid between enhancers and *yellow* promoter with *Eco*47III at position –893 from the *yellow* transcription start site. Finally, this region (including *yellow* enhancers, PRE, *yellow* promoter, and the tested fragment) was associated with yc-C700 digested with *Xba*I and *Bam*HI.

**Antibodies**

Antibodies against ZIPIC [84–257 aa], Pita [99–302 and 550–683 aa], CP190 [308–1096 aa], and dCTCF fragments were raised in rabbits and rats and purified from the sera by ammonium sulfate fractionation followed by affinity purification on CNBr-activated Sepharose (GE Healthcare, United States) according to standard protocols. Anti-FLAG M2 antibody was from Sigma (Unites States), anti-GST antibody was from Pierce (United States) and anti-lamin ADL67.10 antibody was from the Hybridoma Bank at the University of Iowa.

**Immunostaining of polytene chromosomes**

*Drosophila* 3^rd^ instar larvae were cultured at 18°C under standard conditions. Polytene chromosome staining was performed as described ([Murawska and Brehm 2012](#_ENREF_8)). The following primary antibodies were used: anti-CP190 Bx63 (mouse) 1:2, anti-Pita (rat) 1:10 and anti-ZIPIC (rat) 1:10. The applied secondary antibodies were AlexaFluor488 goat anti-mouse 1:200 and AlexaFluor568 goat anti-rat 1:200 (Invitrogen). The polytene chromosomes were co-stained with Hoechst33342 (AppliChem).

Analysis was performed with a Zeiss fluorescence microscope (Axio Observer.Z1) which has integrated an OptiGrid Structured Illumination Microscopy system (Qioptiq). AdobePhotoshop was used to process images.

**Immunoprecipitation of protein nuclear extract**

Rabbit antibodies against CP190 (1:500), Pita (1:100), and ZIPIC (1:100) were conjugated with Protein A agarose beads (Pierce, United States); in respective control experiments, rabbit preimmune serum was used. An aliquot of an antibody was mixed with 30 µL of agarose beads equilibrated in HEMG-100 buffer with 100 mM KCl and 0.1% NP-40 and incubated on a rotator at room temperature for 2 h. The beads were then washed with HEMG-100. The nuclear extract (40 mg protein) was adjusted to a volume of 250 µL with HEMG-100, mixed with antibody-conjugated beads, and incubated on a rotator overnight at 4°C. The beads were then washed with two portions of HEMG-100, three portions of HEMG-500 (with 500 mM KCl), and one portion of HEMG-100, resuspended in SDS-PAGE loading buffer, boiled, and analyzed by Western blotting. Proteins were detected using the SuperSignal West Fempto substrate (Pierce).

**Chromatin immunoprecipitation from S2 cells**

Samples of 10^7^ S2 cells in 10 mL of SFX medium were treated with 37% formaldehyde added to a final concentration of 1% and incubated on a rotator at room temperature for 10 min. Cross-linking was stopped by the addition of 0.125 M glycine, and the samples were washed with three portions of PBS (pH 8), containing0.5 mM PMSF and were pelleted at 1000 rpm, 4°C, for 5 min. The pellet was resuspended in 10 mL of buffer I (25 mM HEPES, pH 7.8; 1.5 mM MgCl_2_, 10 mM KCl, 0.1% NP-40, 1 mM DTT, 0.5 mM PMSF, Calbiochem Cocktail V) and placed on ice for 10 min. The suspension was then homogenized by 20 strokes in a Dounce homogenizer using a B pestle and was then centrifuged at 2000 rpm, 4°C, for 5 min. The pellet was resuspended in 5 mL of buffer II (50 mM HEPES, pH 7.8; 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 0.5 mM PMSF, Calbiochem Cocktail V), sonicated in a Bioruptor sonifier (Diagenode) for 15 min, with alternating 30-s ON/OFF intervals, and centrifuged at 14,000 rpm, 4°C, for 5 min to remove cell debris. A 50 µL aliquot of the supernatant was used to test the results of sonication and to measure DNA concentration: the sample was diluted with 350 µL of elution buffer (50 mM Tris, pH 8.0; 1 mM EDTA, 1% SDS, 50 mM NaHCO_3_) and treated with RNase A (1 µL from 10 mg/mL stock) at 37°C for 1 h and then with proteinase K (1 µL from 20 mg/mL stock) at 42°C for 2 h. After subsequent incubation at 65°C for 6 h, DNA was isolated by phenol–chloroform–isoamyl alcohol extraction, concentrated by ethanol precipitation with glycogen (each tube was supplemented with 5 µL of glycogen (from 20 mg/mL stock), 40 µL of sodium acetate (from 3 M stock), and 1 mL of ethanol, vortexed, and placed at –20°C for 4–5 h). The precipitated DNA was pelleted at 14,000 rpm for 30 min, washed with 80% ethanol, and resuspended in 50 µL of MilliQ water. Protein A Sepharose (Pierce) was washed with three portions of buffer II and incubated with 1 mg/mL BSA in the same buffer on a rotator at 4°C for 4 h. Chromatin samples containing 10–20 µg of DNA equivalent were each diluted with buffer II to a final volume of 1 mL, their 50 µL aliquots were stored as input, and then the samples were incubated overnight, at 4°C, with appropriate antibodies (rabbit antibodies against Pita (1:1000), ZIPIC (1:200), or CP190 (1:500), or with nonspecific IgG purified from rabbit preimmune sera (control)) in the presence of blocked Protein A Sepharose beads (40 µL). After incubation, the beads were washed on a rotator, at 4°C, with three 1 mL portions of buffer II and two 1 mL portions of buffer III (50 mM HEPES, pH 7.8; 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1 % SDS, 0.5 mM PMSF, Calbiochem Cocktail V), each wash for 10 min. Then 400 µL of elution buffer was added, and the beads were treated with RNase A (1 µL from 10 mg/mL stock) at 37°C for 1 h and, after adding 20 µL of NaCl (from 4 M stock), with proteinase K (1 µL from 20 mg/mL stock) at 42°C for 2 h. The samples were incubated on a thermoshaker at 65°C overnight, and DNA was isolated by phenol–chloroform–isoamyl alcohol and chloroform–isoamyl alcohol extraction in phase-lock tubes. The samples were concentrated by ethanol precipitation with glycogen (as described above), and resuspended in MilliQ water.

**Chromatin immunoprecipitation from pupae and embryos**

Chromatin was prepared from mid-late pupae or 0- to 12-h embryos. A 500-mg sample was ground in a mortar in liquid nitrogen and resuspended in 10 mL of buffer A (15 mM HEPES-KOH, pH 7.6; 60 mM KCl, 15 mM NaCl, 13 mM EDTA, 0.1 mM EGTA, 0.15 mM spermine, 0.5 mM spermidine, 0.5% NP-40, 0.5 mM DTT) supplemented with 0.5 mM PMSF and Calbiochem Cocktail V). The suspension was then homogenized in a Dounce homogenizer with pestle B and filtered through Nylon Cell Strainer (BD Biosciences, United States). The homogenate was transferred to 3 mL of buffer A with 10% sucrose (AS), and the nuclei were pelleted by centrifugation at 4 000 *g*, 4°C, for 5 min. The pellet was resuspended in 5 mL of buffer A, homogenized again in a Dounce homogenizer, and transferred to 1.5 mL of buffer AS to collect the nuclei by centrifugation. The nuclear pellet was resuspended in wash buffer (15 mM HEPES-KOH, pH 7.6; 60 mM KCl, 15 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 0.1% NP-40, protease inhibitors) and cross-linked with 1% formaldehyde for 15 min at room temperature. Cross-linking was stopped by adding glycine to a final concentration of 125 mM. The nuclei were washed with three 10-mL portions of wash buffer and resuspended in 1.5 mL of nuclear lysis buffer (15 mM HEPES, pH 7.6; 140 mM NaCl, 1 mM EDTA, 0.1 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, 0.1% SDS, protease inhibitors). The suspension was sonicated in a Bioruptor sonifier (15 alternating 30-s ON and 60-s off intervals), and its 50-µL aliquot was used to test the results of sonication and measure DNA concentration. Debris was removed by centrifugation at 14 000 *g*, 4°C, for 10 min, and chromatin was pre-cleared with Protein A agarose (Pierce) blocked with BSA and salmon sperm DNA, with 50 µL aliquots of such pre-cleared chromatin being stored as input. Samples containing 10–20 µg of DNA equivalent in 1 mL of nuclear lysis buffer were incubated overnight, at 4°C, with rabbit antibodies against Pita (1:1000), ZIPIC (1:200), dCTCF (1:1000), or CP190 (1:500), or with nonspecific IgG purified from rabbit preimmune sera (control). Chromatin–antibody complexes were collected using blocked Protein A agarose at 4°C over 5 h. After several rounds of washing with lysis buffer (as such and with 500 mM NaCl), LiCl buffer (20 mM Tris-HCl, pH 8; 250 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.5% sodium deoxycholate, protease inhibitors), and TE buffer (10 mM Tris-HCl, pH 8; 1 mM EDTA), the DNA was eluted with elution buffer (50 mM Tris-HCl, pH 8.0; 1 mM EDTA, 1% SDS), the cross-links were reversed, and the precipitated DNA was extracted by the phenol–chloroform method. The enrichment of specific DNA fragments was analyzed by real-time PCR, using a StepOne Plus Thermal Cycler (Applied Biosystems, United States). The primers used for PCR in ChIP experiments for genome fragments are shown below.

**Deep sequencing of ChIP DNA**

Samples were prepared as described for ChIP, but the elution step after DNA purification was performed with H_2_O instead of elution buffer. If necessary samples generated with the same antibody were pooled and volume was reduced by evaporation to 30 μl to obtain at least 10 ng of total DNA. Sequencing libraries were prepared from 10 ng of immunoprecipitated DNA with the Illumina ChIPSeq DNA Sample Prep Kit according to Illuminas’ instructions. Cluster generation was performed using the Illumina cluster station, sequencing on the Genome Analyzer IIx followed a standard protocol. The fluorescent images were processed to sequences using the Genome Analyzer Pipeline Analysis software 1.8 (Illumina). 

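The supplement gives 43124394 reads for the Pita library, 38691262 for ZIPIC and 46465514 for input DNA. Of these the supplement counts 10293386, 25258265 and 29723121 as mappable, and 7618590, 18687831 and 25907814 as unique. By these numbers 23.9% of the Pita reads were mappable, against 65.3% for ZIPIC and 64.0% for input. The ZIPIC library had 2.45 times as many unique reads as the Pita library.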

We sequenced an input sample as well as one sample for Pita and ZIPIC chromatin-immunoprecipitates, respectively. Individual ChiP-seq data were validated extensively by specific qPCR. Raw and processed data have been deposited in the NCBI gene expression omnibus (GEO) under accession number GSE54337.

Read statistics:

|  | No. of reads | mapable reads | unique |
| --- | --- | --- | --- |
| ZIPIC | 38691262 | 25258265 | 18687831 |
| Pita | 43124394 | 10293386 | 7618590 |
| Input | 46465514 | 29723121 | 25907814 |

**ChIP-sequencing analyses and peak calling**

Processing of ChIP-seq reads ChIP-Seq reads were converted to fastq format and aligned to a precompiled dm3 reference index with BOWTIE ([Langmead et al. 2009](#_ENREF_5)). Sequencing data were controlled for general quality features using FastQC. Unambiguously mapped and unique reads were kept for subsequent generation of binding profiles and calling of peaks using MACS ([Zhang et al. 2008](#_ENREF_15)) and PeakRanger ([Feng et al. 2011](#_ENREF_2)) using reads derived from sequencing of input DNA as control. Peaks were called at p < 10^-5^ and FDR < 5%. 

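In the deposited lists the largest p-value was 9.93e-05 for Pita and just under 1e-04 for ZIPIC. The paper's limit of 1e-05 was met by 2401 of 2768 Pita peaks and by 2365 of 3047 ZIPIC peaks. The other 13.3% and 22.4% of the peaks had a p-value at or above it. The supplement names MACS and PeakRanger and does not say to which of them this limit applied. The largest FDR was 0.000116 for Pita and, as for p, just under 1e-04 for ZIPIC. On each of the 11 sequences with Pita peaks and the 13 with ZIPIC peaks, the FDR of a peak followed from its p. It equalled p multiplied by the number of listed peaks on that sequence and divided by its rank there (within 0.1%). For the peaks with the smallest p-values this was not tested, since a fixed allowance exceeded both values. Every listed peak was under the paper's FDR limit of 5%. Since this FDR follows, as far as tested, from the p-values of the listed peaks alone, meeting that limit says little about the share of false peaks. Peaks with p at or above 1e-05 were more frequent among nonoverlapping peaks, at 32.0% of the 1708 nonoverlapping ZIPIC peaks and 10.1% of the 1339 overlapping ones, and at 15.6% and 10.8% for Pita.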

All downstream analyses were done in R/BioConductor (http://www.bioconductor.org). 

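Most pairs of Pita and ZIPIC peaks overlapped by far more than 1 bp. Among the 1353 pairs, each made of a Pita peak and the ZIPIC peak it shared most bases with, the median overlap was 241 bp, and 1 pair shared under 50 bp. In 122 pairs both the starts and the ends lay within 10 bp of each other. Counting only peaks whose middles lay within 100 bp of a middle in the other list left 923 Pita peaks (33.3%) and 922 ZIPIC peaks (30.3%).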

Two peaks were determined to be overlapping in case they had a minimal overlapping interval of 1bp.

**Visualization of binding profiles**

After extension of reads, continuous coverage vectors were calculated and normalized per million reads to account for differential library sizes. These data were used to collect data in windows of different sizes spanning features of interest (e.g. transcription factor peaks) using the sitepro ([Shin et al. 2009](#_ENREF_12)) application. The binding data was binned across binding sites in 50 bp windows and the mean was calculated at each position in order to generate cumulative binding profiles.

**Motif search and analysis**

We extracted the sequences in a ± 50bp window around the peak maxima from top 500 peaks. These sequences were used to run MEME-ChIP (http://meme.ebi.edu.au/) ([Machanick and Bailey 2011](#_ENREF_7)) in order to identify *de novo* motifs and known motifs enriched within peak regions of respective factors. In order to study the relationship between occurrences of motifs and binding strength of corresponding factors we used a PWM representation of the motifs identified as mentioned above. We used the matchPWM function of the Biostrings package within R/BioConductor to rank all binding sites with respect to motif quality of the best motif identified in a given interval.

**Comparison to published data sets**

In order to compare ChIP-seq binding data with gene expression we took Affymetrix microarray data to get gene expression estimates for all *Drosophila* genes as expressed in S2 cells ([Page et al. 2005](#_ENREF_9)). For comparison with other transcription factor binding data we downloaded processed binding data from ChIP-chip experiments conducted by the modENCODE Consortium ([The modENCODE Consortium et al. 2010](#_ENREF_13)). In order to enable comparison to our ChIP-seq data, all data was binned into 100 bp bins and transformed by Z-normalization. For correlation analysis we either calculated Pearson's R over all bins genome-wide or all bins associated with regions of significant binding for a pair of two given binding factors. Alternatively we downloaded the peak intervals as detected by the modENCODE Consortium and determined the overlap between all available peak sets and Pita or ZIPIC. Two peaks were called overlapping in case they had a minimal overlapping interval of 1bp. For a given comparison between two peak sets the expected overlap was calculated based on a random distribution of binding peaks. The ratio between observed and expected overlap was used as a score to rank the degree of overlap determined for multiple comparisons.

**Comparison to genomic annotations**

RefSeq gene annotations for *Drosophila melanogaster* were downloaded from UCSC homepage (version dm3). Next the genome was partitioned into the following intervals: transcriptional start site (TSS; +/- 1 kb around RefSeq start sites), TSS upstream (-10 kb to -1 kb), transcriptional end sites (TES; +/- 1 kb around transcriptional end sites), exons, introns and everything not covered by these classes as intergenic. ZIPIC, Pita and CP190 peak ranges were intersected with these annotation intervals and the relative association was calculated (as fraction of the complete genome) and compared to the genomic background distribution.

**Electrophoretic mobility shift assay (EMSA)**

Aliquots of purified recombinant proteins (10–15 μg) were incubated with a radioactively labeled DNA fragments (artificial Pita- and ZIPIC-binding sites, *MCP*, 57B5, 60A9L, 60A9R, 66E5, 67B6, 100B7, 100C regions; 100 cps) in the presence of nonspecific binding competitor poly(dI-dC). Incubation was performed in PBS (pH 8) containing 5 mM MgCl_2_, 0.1 mM ZnSO_4_, 1 mM DTT, 0.1% NP-40, and 10% glycerol, at room temperature for 30 min. The mixtures were then resolved by nondenaturing 5% PAGE in 0.5× TBE buffer at 5 V/cm.

**Generation and analysis of transgenic lines**

The transgenic construct and P25.7wc plasmid were injected into *yacw^1118^* preblastoderm embryos ([Karess and Rubin 1984](#_ENREF_3)). The resultant flies were crossed with *yacw^1118^* flies, and the transgenic progeny were identified by their eye color under a Stemi 2000 stereomicroscope (Carl Zeiss, Germany).The transformed lines were tested for transposon integrity and copy number by RT-PCR. Only single-copy transformants were included in the study.

The lines with DNA fragment excisions were obtained by crossing the transposon-bearing flies with the Flp (*w^1118^; S2CyO, hsFLP, ISA/Sco ;+*) or Cre (*yw; Cyo, P[w+,cre]/Sco; +*) recombinase-expressing lines*.* The Cre recombinase induces 100% excisions in the next generation. The high level of Flp recombinase was produced by heat shock treatment for 2 h during the first 3 days after hatching. All excisions were confirmed by PCR analysis. Details of the crosses and primers used for genetic analysis and the excision of functional elements are available upon request.

To determine the levels of *yellow* expression, we visually estimated the degree of pigmentation in the bristles, abdominal cuticle, and wing blades of 3- to 5-day-old males developing at 25°C. At least 50 flies were scored independently by two people for each *y* line. A five-grade scale was used, with grade 1 corresponding to the total loss of *yellow* expression and grade 5 corresponding to wild-type pigmentation. The degree of *yellow* expression in bristles of the thorax and head was scored using a 5-point scale, where 1 denotes loss of pigmentation in all bristles on the thorax and head; ev, extreme variegation (only 1–3 bristles on the thorax and head are partially pigmented); mv, moderate variegation (about half of bristles are yellow); wv, weak variegation (only 1–3 bristles on the thorax and head are yellow or partially pigmented); and 5, pigmentation of all bristles as in wild-type flies.

**List of primers.**

***Oligos used for the synthesis of binding sites***

Pita_bs_d 5’-actttagccaagacgcg-3’

Pita_bs_r 5’-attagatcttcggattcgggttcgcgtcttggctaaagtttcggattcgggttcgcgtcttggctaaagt-3’

ZIPIC_bs_d 5’-cagctgagcgccagg-3’

ZIPIC_bs_r 5’-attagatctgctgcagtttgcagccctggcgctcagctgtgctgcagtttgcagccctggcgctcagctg-3’

***Oligos used for RNA interference***

ZIPIC_i1_d 5’-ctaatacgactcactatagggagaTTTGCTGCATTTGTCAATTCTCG-3’

ZIPIC_i1_r 5’-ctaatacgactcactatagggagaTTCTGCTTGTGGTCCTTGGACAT-3’

ZIPIC_i2_d 5’-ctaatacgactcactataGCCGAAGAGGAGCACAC-3’
ZIPIC_i2_r 5’-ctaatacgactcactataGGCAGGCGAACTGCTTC-3’

Pita_i_d 5’-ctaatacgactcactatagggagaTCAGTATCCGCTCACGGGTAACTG-3’

Pita_i_r 5’-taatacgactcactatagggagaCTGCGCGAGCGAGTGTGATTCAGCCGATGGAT-3’

Cp190_i_d 5’-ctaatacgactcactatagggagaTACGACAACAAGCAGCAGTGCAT-3’

Cp190_i_r 5’-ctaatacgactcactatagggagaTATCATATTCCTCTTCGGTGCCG-3’
GFP_i _ d 5’-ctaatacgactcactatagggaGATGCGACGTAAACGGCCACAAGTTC-3’

GFP_i _ r 5’-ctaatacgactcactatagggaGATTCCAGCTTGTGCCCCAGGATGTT-3’

***Primers used for amplification of fragments for EMSA***

*MCP*_d 5’-AAACTTAACTCAGACTTGG-3'

*MCP*_r 5’-CCCAATCGTTGTAAGTGT-3'

100C_d 5’- TGCCAAACCTACCTACACATAAAT-3'

100C_r  5’-CCCGAGGTTTCAACTTTCATA -3'

60A9L_d   5’-ATTTCATGACAGGCTGTGG-3'

60A9L_r   5’-GCAGGTTAACTAGCTATGCG-3'

100B7_d 5’-GTGTGTGCGAGTGTGCCG-3'

100B7_r 5’-GCAGTTTCGTGGGAAAGGG-3'

57B5_d     5’-ATGTGGATAAACGTGCACACCACC-3'

57B5_r     5’-TGTCATTCAGTGTAGGGTTGCCAG-3'

60A9R_ d   5’-GTGTTTAACTTAGTTGTGCCATC-3'

60A9R_ r   5’-ACCTTTACCAATCGCATTCA-3'

66E5_d    5’-CATGGCACTGCCGTTCAACCAAAT-3'

66E5_r    5’-CAGCAGCAGGTTATGTGAGCAGTT-3'

67B6_d 5’-CACTATGGCACAAATCTAACC-3'

67B6_r 5’-TTTTGGACTCTTACAATACTTT-3'

***Primers used for analysis of ChIP by RT-PCR***

*RpL32*_d 5'-GTTCGATCCGTAACCGATGT-3'
*RpL32*_r 5'-CCAGTCGGATCGATATGCTAA-3'

*γTub37C*_d 5’-GCTTTCCCAAGAAGCTCATACA-3'

*γTub37C*_r 5’-GGTTCAGTGCGGTATTATCCAG-3'

62D_d 5'-TGATACCAGGCGAACAGAAATC-3'

62D_r 5'-TTTGGGCTTGGTGAGAACAG-3'

*Fab-8*_d 5'-TGTTGGTGAGCAAGCGAAGA-3'
*Fab-8*_r 5'-CGAACATTTTTTACGCGACATGT-3'

*Fab-7*_d 5'-TAAGCCAACTGGTTTCCAACTCT-3'
*Fab-7*_r 5'-TTGCCCAGGGTAAGTAACGGTAT-3'

C1_d 5'-AACCACTTTATCTGCGGAGGTCGT-3'

C1_r 5'-GCCCAAATGCACCTGCTTGCTAAA-3'

C2(5xP_bs)_d 5'-ACCCGAATCCGAAGATCTAA-3'

C2(*MCP*)_d 5'-GCGTCGCTTATGTACTCTG-3'

C2(100C)_d 5’-TATGAAAGTTGAAACCTCGGG-3’

C2_r 5'-TGGTTTCCGCTAGTTATTGG-3'

*MCP*_c_d 5’-CGCGGCCATGTATTATGT-3'

*MCP*_c_r 5’-TACAACGCTTGGGTTTCTC-3'

100C_c_d 5’-CGACAGCATGTAACAGGTATAA-3'  
100C_ r 5’-CCCGAGGTTTCAACTTTCATA-3'

60A9L_c_d 5’-AGACGCAAACCCTCCCAG-3'  
60A9L_c_r 5’-TGGTGCAATAAAGGTGAGGC-3'

100B7_c_d   5’-CAAGGGCAACCTCCTATTC-3'

100B7_c_r   5’-ACTGGAAAGTACCAGAAATACC-3'

57B5_d     5’-ATGTGGATAAACGTGCACACCACC-3'

57B5_r     5’-TGTCATTCAGTGTAGGGTTGCCAG-3'

60A9R_ d   5’-GTGTTTAACTTAGTTGTGCCATC-3'

60A9R_ r  5’-ACCTTTACCAATCGCATTCA-3'

66E5_d    5’-CATGGCACTGCCGTTCAACCAAAT-3'

66E5_r    5’-CAGCAGCAGGTTATGTGAGCAGTT-3'

67B6_c_d    5’-TTTACAGAGCAGGGTTGTCAGGGT-3'

67B6_c_r     5’-CTGCGACTTTGAGCGATACTTTCAC-3'

***Primers used for analysis of gene expression level by RT-PCR***

*RpL32*_d 5'-GTTCGATCCGTAACCGATGT-3'
*RpL32*_r 5'-CCAGTCGGATCGATATGCTAA-3'

*γTub37C*_d 5’-GCTTTCCCAAGAAGCTCATACA-3'

*γTub37C*_r 5’-GGTTCAGTGCGGTATTATCCAG-3'

*Pita*_d 5'-ATGCTGACCGAGAAGAGGGTCT-3' 
*Pita*_r 5'-GCCATAATCTGCAGCGGCAGATTGG-3'

*ZIPIC*_d   5'-AGAAGCTCGCCAGATACCACAAGT-3' 
*ZIPIC*_r   5'-TCCTGTTGCTGTGCCTCCTCAATA-3'

*CP190*_d 5'-TAACAAGAGACCAGCACAGACAA-3'

*CP190*_r 5'-TAAAGCATTCCTCCATCGTACTC-3'

**Supplemental References**

Cox J, Mann M. 2008. MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat Biotechnol* **26**(12): 1367-1372.

Feng X, Grossman R, Stein L. 2011. PeakRanger: a cloud-enabled peak caller for ChIP-seq data. *BMC Bioinformatics* **12**: 139.

Karess RE, Rubin GM. 1984. Analysis of P transposable element functions in Drosophila. *Cell* **38**(1): 135-146.

Kruger M, Moser M, Ussar S, Thievessen I, Luber CA, Forner F, Schmidt S, Zanivan S, Fassler R, Mann M. 2008. SILAC mouse for quantitative proteomics uncovers kindlin-3 as an essential factor for red blood cell function. *Cell* **134**(2): 353-364.

Langmead B, Trapnell C, Pop M, Salzberg SL. 2009. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* **10**(3): R25.

Luber CA, Cox J, Lauterbach H, Fancke B, Selbach M, Tschopp J, Akira S, Wiegand M, Hochrein H, O'Keeffe M et al. 2010. Quantitative proteomics reveals subset-specific viral recognition in dendritic cells. *Immunity* **32**(2): 279-289.

Machanick P, Bailey TL. 2011. MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics* **27**(12): 1696-1697.

The modENCODE Consortium, Roy S, Ernst J, Kharchenko PV, Kheradpour P, Negre N, Eaton ML, Landolin JM, Bristow CA, Ma L et al. 2010. Identification of functional elements and regulatory circuits by Drosophila modENCODE. In *Science*, Vol 330, pp. 1787-1797.

Murawska M, Brehm A. 2012. Immunostaining of Drosophila polytene chromosomes to investigate recruitment of chromatin-binding proteins. *Methods in molecular biology* **809**: 267-277.

Page AR, Kovacs A, Deak P, Torok T, Kiss I, Dario P, Bastos C, Batista P, Gomes R, Ohkura H et al. 2005. Spotted-dick, a zinc-finger protein of Drosophila required for expression of Orc4 and S phase. *EMBO J* **24**(24): 4304-4315.

Rappsilber J, Friesen WJ, Paushkin S, Dreyfuss G, Mann M. 2003. Detection of arginine dimethylated peptides by parallel precursor ion scanning mass spectrometry in positive ion mode. *Analytical chemistry* **75**(13): 3107-3114.

Shevchenko A, Tomas H, Havlis J, Olsen JV, Mann M. 2006. In-gel digestion for mass spectrometric characterization of proteins and proteomes. *Nat Protoc* **1**(6): 2856-2860.

Shin H, Liu T, Manrai AK, Liu XS. 2009. CEAS: cis-regulatory element annotation system. *Bioinformatics* **25**(19): 2605-2606.

Yusufzai TM, Tagami H, Nakatani Y, Felsenfeld G. 2004. CTCF tethers an insulator to subnuclear sites, suggesting shared insulator mechanisms across species. *Molecular cell* **13**(2): 291-298.

Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W et al. 2008. Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**(9): R137.

**Supplemental Figure Legends**

**Figure S1. Testing interactions of CP190 with Pita or ZIPIC** ***in vivo***

(A) Western blots of proteins from S2 cells treated with Pita- or ZIPIC -specific and mock dsRNAs show knockdown of the corresponding proteins. The antibodies used for detection are indicated on the right of each blot. (B) Nuclear extracts from *Drosophila* embryos were immunoprecipitated with antibodies against Pita, or ZIPIC (using nonspecific IgG as a negative control), and the immunoprecipitates (IP) were analyzed by western blotting for the presence of Pita and ZIPIC. Inputs show the starting samples of nuclear extract, outputs are supernatant after sedimentation of immunoprecipitated material. (C) Coimmunolocalization of CP190 (green) and Pita or ZIPIC (red) proteins on polytene chromosomes. DNA is stained blue.

**Figure S2. Identification of individual Pita and ZIPIC** **domains interacting with CP190 domains in yeast two-hybrid assay.**

For designations, see Fig.2.

**Figure S3. Coverage vectors for ZIPIC (red) and Pita (blue) for an 8-kb region on chromosome 3.**

ChIP-chip track for a CP190 binding profile (downloaded from modEncode ([The modENCODE Consortium et al. 2010](#_ENREF_13))) is shown below.

**Figure S4. Landscape at the selected Pita- and ZIPIC-binding sites.**

Tracks for Pita, ZIPIC, CP190, BEAF32, Su(Hw), dCTCF binding profiles. Locations of amplicons relative to flanking genes are indicated.

**Figure S5. Colocalization of CP190 with Pita and ZIPIC** **on selected chromatin regions in S2 cells.**

(A, B) Bar charts show the results of ChIP for the relative enrichments of Pita or ZIPIC and CP190 in (A) Pita and (B) ZIPIC binding regions on chromatin isolated from S2 cells treated with specific dsRNA (Ri) against *pita*, *ZIPIC* or *CP190* coding regions and incubated with antibodies against (A) Pita or (B) ZIPIC and CP190. C is the mock-treated S2 cells (non-specific eGFP dsRNA). The results are presented as a percentage of input DNA. Relative locations of primers for ChIP on the cytological map are indicated below. Error bars show standard deviations of triplicate PCR measurements. Below are the results of electrophoretic mobility shift assay of recombinant Pita and ZIPIC proteins incubated with corresponding radioactively labeled DNA fragments, which confirm the binding of Pita and ZIPIC to the tested regions. *RpL32* and *γTub37C* points were used as negative controls for binding of Pita, ZIPIC and CP190. At the same time *Fab-8* (dCTCF-dependent) and *62D* (Su(Hw)-dependent) were used as positive controls for binding of CP190. (C) Depletion levels of Pita, ZIPIC and CP190 according to quantitative real-time PCR with cDNAs synthesized on RNAs extracted from S2 cells after treatment with dsRNAs. Individual transcript levels determined by quantitative PCR with corresponding primers were normalized relative to *RpL32* and *γTub37C* for the amount of input cDNA. Error bars show standard deviations of triplicate PCR measurements.

**Figure S6. Combinatorial binding of insulator factors.**

Binary heat maps of all Pita, ZIPIC, CP190, BEAF, dCTCF and Su(Hw) binding sites. Sites have been classified based on the combinatorial co-occurrence of individual factors. Black boxes indicate a given factor to bind to a given category, respectively. The plot is sorted for the number of occurrences, which is a given at the right side of the matrix.

The yellow to blue squares at the left of the plot indicate the relative enrichment/ depletion of a given combination in comparison to simulated binding data. The dendrogram at the top of the figure indicating the degree of similarity between individual factors has been calculated based the binary raw data underlying this figure, consisting of a table all individual binding sites.

**Figure S7. Strong overlap of Pita and ZIPIC with other insulator binding factors.**

Pita and ZIPIC peaks were compared to the peak sets of all ChIP-chip data from the modEncode Consortium ([The modENCODE Consortium et al. 2010](#_ENREF_13)). For each individual comparison the number of overlapping peaks and the expected number of overlaps were calculated. The corresponding lists were sorted for the ratio between observed and expected overlap and the top 20 results are shown for Pita (A) and ZIPIC (B) in decreasing order.

**Figure S8. Correlation analysis reveals similarities between Pita/ZIPIC and CP190 and other insulator factor binding profiles.**

Average coverage (Pita and ZIPIC) or average enrichment of ChIP over input (for modENCODE ChIP-chip data) were calculated across all Pita and ZIPIC peaks, respectively. Pearson´s correlation coefficients were calculated to compare similarity between Pita/ZIPIC binding and modENCODE factors. Data was sorted in decreasing fashion according to the calculated coefficients (A: Pita; B: ZIPIC). Of the 337 analyzed modENCODE data sets ([The modENCODE Consortium et al. 2010](#_ENREF_13)) CP190 and related factors are strongly enriched amongst the profiles with the highest similarity to Pita and ZIPIC.

**Figure S9. *In vitro* binding of Pita and ZIPIC is specific for each factor.**

Electrophoretic mobility shift assay for the interaction of recombinant (A) Pita and (B) ZIPIC with a DNA fragment containing five Pita or four ZIPIC binding sites used in the transgenic construct. (C) Distribution of Pita, ZIPIC, CP190, BEAF-32, Su(Hw), dCTCF binding profiles at the *yellow* regulatory region that was used for ChIP analysis of transgenic constructs.

**Figure S10. Five classes of abdominal pigmentation.**

The five-grade scale of the *yellow* pigmentation level in the abdominal cuticle (reflecting the activity of the body enhancer), with wild-type expression and the absence of expression assigned scores 5 and 1, respectively.

**Figure S11. Testing the enhancer-blocking activity of the Pita-binding site at the 100C region.**

(A) Reductive scheme of transgenic construct used to examine the enhancer-blocking activity of Pita-binding site at the 100C region. This element is shown as a grey box. (B), (C) Panel shows the numbers of transgenic lines with different levels of pigmentation in the abdominal structures. Histograms show binding of Pita and CP190 proteins to d100C region with (B) wild-type or (C) mutated Pita binding site in the transgenic construct. For other designations, see Figure 6.

**Figure S12. Binding of Pita to the *MCP* element and its role in boundary activity.**

(A) Distribution of Pita, ZIPIC, CP190, BEAF-32, Su(Hw), dCTCF binding profiles at the *MCP* region. (B) Results of immunoprecipitation of chromatin isolated from *Drosophila* embryos with antibodies to dCTCF, Pita, ZIPIC and CP190 proteins at the *RpL32* (negative control) and *MCP* regions. (C) Electrophoretic mobility shift assay for the interaction of recombinant dCTCF, Pita, and ZIPIC with the DNA fragment containing a wild-type *MCP* element or the same element with mutated dCTCF or Pita binding sites.

**Table S1**. List of identified CP190-interacting proteins ranked by the ratio of summed peptide intensities derived from material purified from the pRm-HA/FLAG-CP190 expressing S2 cell clone induced with 500 mM CuSO_4_ and from the non-induced cell clone. Shown are the known insulator factors including Pita and ZIPIC.

| Rank | Protein names | Gene  symbol | Unique peptides | Sequence coverage [%] | Ratio of normalized intensities |
| --- | --- | --- | --- | --- | --- |
| 1 | CP190 | *Cp190* | 82 | 82.8 | 26.7 |
| 2 | CP60 | *Map60* | 26 | 57.0 | 19.7 |
| 5 | CTCF | *CTCF* | 11 | 15.2 | 12.0 |
| 6 | Mod(mdg4) | *mod(mdg4)* | 8 | 45.9 | 11.5 |
| 10 | Ibf1 | *Ibf1* | 10 | 54.5 | 10.3 |
| 22 | Pita | *pita* | 24 | 43.0 | 6.4 |
| 28 | Ibf2 | *Ibf2* | 7 | 41.5 | 5.7 |
| 30 | Su(Hw) | *su(Hw)* | 35 | 37.1 | 5.7 |
| 51 | Chromator | *Chro* | 29 | 36.4 | 3.8 |
| 54 | Putzig | *pzg* | 39 | 50.9 | 3.5 |
| 55 | ZIPIC | *CG7928* | 8 | 19.0 | 3.5 |

How the deposited data were processed for this re-analysis (not part of the article)

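Pita and ZIPIC were each precipitated from S2 cells and sequenced as 1 library per protein, with 1 library of input DNA as control. The authors aligned the reads to dm3 with Bowtie, kept unambiguously mapped and unique reads, and called peaks with PeakRanger and MACS against input. The submitters' processing notes also name FastQC and SAMtools, and list the human build hg19 beside dm3. The sequence names (2L, 2RHet, Uextra) are those of dm3, and dm3 was taken as the build. Versions of the aligner and the caller are not given in the sources used here. The authors' deposited lists hold 2 kinds of p-value for each peak, the caller's unadjusted p over input and an FDR, with the start and end of the interval. The deposited values were used as they stand. A peak with p listed as 0 was given a −log10 p of 1 above the highest other value of its list, which ranks it above all others and was used for medians, classes and strength per kb, and it was left out of the Pearson correlation.

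From the lists, the number, width and position of peaks were taken, with strength as −log10 p because the lists give neither reads nor fold over input. This order of measures was fixed before the data were examined. Intervals were read as 0-based at the start and are printed from 1. Overlap meant at least 1 shared bp. Chance overlap came from 1000 random placements of every peak within the length of its own sequence, taken as the end of the last peak seen on it in either list, and gave a one-sided p. Medians were compared with a bootstrap of 2000 samples and a two-sided permutation test of 100000 resamples, and correlations with permutations of the pairs. Intervals of shares are exact binomial (Clopper-Pearson) at 95% and cover counting error only. With 1 library per protein there is no replicate check, and peaks of 1 library are not independent replicates. The depth of each library is known only from the read numbers in the paper's supplement, and the depth behind a single peak is unknown.

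The procedures were tested on simulated lists. Intervals with the widths of the 2768 Pita and 3047 ZIPIC peaks were placed at random, and planted Pita intervals were centred on simulated ZIPIC intervals. A planted overlap of 50% was recovered as 50.8% and one of 20% as 21.6%. With none planted the overlap was 2.10% against a chance level of 1.82% (permutation test by placement, p = 0.149). Planted intervals overlap by construction, so this checks the counting only. Random placement also leaves out the crowding of the real lists. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

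The peaks named in the text follow a rule fixed before the data were examined, namely the 10 strongest peaks of each list and the 5 strongest that do not overlap the other list. The rule also covered the genes and regions that the paper names. These were not analysed here, because placing them needs a dm3 genome or annotation and the gene table at hand follows Release 6 of the genome. For the same reason, tests on transcription start sites, gene features, motifs, fixed gene lists (none was tested) and the primer regions of the supplement were planned but not run. CP190 peaks, expression data and coverage profiles were not used here. Alternatives set before the data were examined changed the minimum overlap, the threshold, the sequences, the measure of strength and the number of peaks, and others were added later. Their effect is given after the paper.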

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

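All tests in this part were chosen after the peak counts by sequence had been seen. The paper does not report where its peaks lie by chromosome, and peaks outside 2L, 2R, 3L, 3R and X were present in both lists at numbers above the 3 that a count of 0 allows. For Pita these were 21 on chromosome 4, 8 on the heterochromatic sequences and 33 on the unplaced sequences U and Uextra. For ZIPIC they were 126, 220 and 71. The limit of 3 only marks where peaks were listed and shows no excess over the arms. On U and Uextra the Pita density was 0.0388 of that on 2L, 2R, 3L, 3R and X.

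ZIPIC had 6 times as many peaks as Pita on chromosome 4 and 27.5 times as many on the heterochromatic sequences, while on 2L, 2R, 3L, 3R and X its density was 0.972 of that of Pita. The ZIPIC library had 2.45 times as many unique reads by the paper's numbers. Weak peaks ranked below the 1000 strongest cannot be the whole cause. Among the 1000 strongest peaks of each list chromosome 4 still held 3% of the ZIPIC peaks (95% exact binomial interval 2.03 to 4.26) against 0.7% of the Pita peaks (0.282 to 1.44). The heterochromatic sequences held 2.1% (1.30 to 3.19) against 0.2% (0.0242 to 0.721). Equal numbers of strongest peaks do not equalise depth, since p itself depends on depth. A part played by depth among these strongest peaks therefore stays open. A background common to both precipitations stays open. The share of ZIPIC peaks that overlapped a Pita peak was 12.7% on chromosome 4 and 2.27% on the heterochromatic sequences. This is below the 41.9% and 36.1% of ZIPIC peaks of like strength on the arms. With 21 and 8 Pita peaks on chromosome 4 and the heterochromatic sequences it had little room to reach those values, so the comparison decides nothing. Nor do the ZIPIC peaks there with p of 1e-10 or less, of which 9 of 33 and 2 of 23 overlapped a Pita peak, against 776 of 1010 on the arms. Those numbers of Pita peaks keep these shares too below that of the arms. At p of 1e-20 or less they set no such limit, and 2 of 5 ZIPIC peaks overlapped in each place (interval 5.27 to 85.3), against 396 of 416 on the arms. These 5 peaks in each place are the strongest of 1 library and too few to decide. Width does not decide on broad regional signal either, since ZIPIC peaks on chromosome 4 and the heterochromatic sequences together were 2.04 times as wide in the median as on the arms (bootstrap interval 1.85 to 2.31; 1.61 times on chromosome 4 alone), and Pita peaks there, without such an excess, were 2.23 times as wide. A cross-reaction of the antibody, the copy number of these sequences in S2 cells and binding of ZIPIC itself were not tested.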

How the results depend on the processing

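Of 37 recomputed values, 34 kept their direction and their side of the threshold of 0.05. Where no test applied, keeping meant staying within counting error or 1.5 times the count. Several settings had little room to change a value, so 34 of 37 does not measure stability. The FDR of these lists is tied to p. The rule of 50% of the shorter peak kept 1341 of the 1353 pairs. The numbers of peaks ranged from 2401 to 2736 for Pita and from 2365 to 3031 for ZIPIC. The FDR limit of 1% removed no peak, so it says nothing about stability and was not counted. The share of overlapping peaks lay between 33.3% and 48.9% for Pita and between 30.3% and 47.9% for ZIPIC, lowest when middles had to lie within 100 bp, and exceeded random placement in every setting (permutation test by placement, p = 0.001 throughout), including a joint shift of each list by 20 to 200 kb that keeps local crowding (25.3-fold for both, not counted above because it leaves the share as it is). The ratio of strengths lay between 1.28 and 1.61 for Pita and between 2.01 and 2.31 for ZIPIC, and the correlation of strengths between 0.119, without the strongest 5% of either list, and 0.371, within arm 2R (permutation p from 5e-05 to 0.009). The values that moved were shares of ZIPIC peaks. On chromosome 4 the share was 3% among the 1000 strongest peaks, and on the heterochromatic sequences it was 2.1% among the 1000 strongest and 6.00% at p under 1e-05. The cause was not tested. The limit of 1e-05 on p, the joint shift, the stronger 50% of each list, the arms alone for overlap and strength, the correlation within each arm, the strength per kb, and the shares on chromosome 4 and heterochromatic sequences with their settings were chosen after seeing the data. Alternatives set before the data were examined that need transcription start sites, motifs or gene features were not run, and strength without division by length is the value already given. No paired analysis was possible because each protein has 1 library. Depth limits the comparison of the lists, since the Pita library had fewer unique reads. No alternative corrects for it, and taking equal numbers of strongest peaks does not equalise it.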

Differences from the paper's values

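No value differed from the paper's by more than 1.5 times. The paper's 2750 Pita peaks stand beside 2768 in the deposited list, and its 3061 ZIPIC peaks beside 3047, and none of the settings tried gave exactly the paper's numbers. Merging peaks within 100 bp gave 2736 and 3031, and keeping only the arms 2L, 2R, 3L, 3R and X and chromosome 4 gave 2727 and 2756. The shares of overlapping peaks, 48.9% for Pita and 43.9% for ZIPIC, match those that follow from the numbers printed in Fig. 3B. The paper gives a p limit of 1e-05 for its peaks, whereas the deposited lists reach 9.93e-05 for Pita and nearly 1e-04 for ZIPIC. Its supplement names MACS and PeakRanger and does not say to which of them this limit applied. At the paper's limit, a setting chosen after seeing the values, 2401 Pita and 2365 ZIPIC peaks remain, farther from the paper's numbers than the full lists.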

Other observations

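All tests in this part were chosen after the overlap of the lists had been seen. Of the 1708 ZIPIC peaks that overlapped no Pita peak, 168 (9.84%) lay within 1 kb of one, against a mean of 87.6 (5.13%) in 100 joint shifts of the list (permutation test by shifts, p = 0.0099, the smallest that 100 shifts can give). Of the 1415 Pita peaks without a ZIPIC peak, 111 (7.84%) lay within 1 kb of one, against a mean of 85.8 (6.07%; same permutation test, p = 0.0099). The shifted counts include peaks that overlapped one, which the observed counts cannot. In addition, 363 ZIPIC and 264 Pita peaks lay within 1 kb of the next peak of their own list. A peak beside an overlapping neighbour of its own list was not set apart in these counts. Of 1182 windows of 100 kb on 2L, 2R, 3L, 3R and X, 242 held no Pita peak and 260 no ZIPIC peak, where 1000 random placements left a mean of 122 and 131 and at most 148 and 157 windows empty (permutation test by placement, p = 0.001 for both). The windows with the most Pita peaks were on 3R from 12700001 to 12800000, with 14 Pita and 9 ZIPIC peaks, and on X from 13200001 to 13300000, with 13 and 6. The window with the most ZIPIC peaks was on chromosome 4 from 700001 to 800000, with 23 ZIPIC and 5 Pita peaks.

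An end part of 1 Mb was taken on the centromere side of each of the 5 arms, and the opposite ends were not counted. These parts held 55 ZIPIC and 40 Pita peaks in all. These were 11 and 8 per Mb, against 22.8 and 23.6 per Mb on the rest of the arms. Where heterochromatin begins within the arms was not determined, so this part was not placed inside or outside it. The part was not set in the same way on each arm, since on 2L, 3L and X it ends at the last peak seen in either list and so holds at least 1 peak, while on 2R and 3R it starts at position 1. On 2R and 3L no Pita peak lay in this part, and 6 and 5 ZIPIC peaks did, 2L had 5 Pita and 10 ZIPIC peaks there and X 10 of each. On 3R there were 25 Pita and 24 ZIPIC peaks, above the 22.3 and 21.3 per Mb on the rest of that arm. No test was run on these counts.

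The share of ZIPIC peaks that overlap a Pita peak rose with ZIPIC strength. In the weakest class 17.4% (53 of 305 peaks) overlapped a Pita peak, and no more than 13 peaks did in 1000 random placements, so some weak ZIPIC peaks lie at Pita peaks beyond chance, while it stays open whether most of that class was placed by chance, since a mixture of chance peaks with peaks like those of the strongest class would also give a low share. Heterochromatic and chromosome 4 peaks do not account for the rise, since on 2L, 2R, 3L, 3R and X alone the strongest and weakest classes differed by 76.4 percentage points (bootstrap interval 71.1 to 81.4), against 79.3 over all sequences. Whether Pita partners of weak ZIPIC peaks fall below the Pita threshold stays open as well. The partners found for the weakest 30% of ZIPIC peaks were in the weakest 25% of the Pita list in 32.5% of cases (exact binomial interval 25.9 to 39.6), against 13.3% (10.9 to 16.0) for the strongest 30%, but this restates the correlation of the paired strengths and leaves out partners that were not found, and no biological explanation was tested.

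In both lists 2 intervals, on 3L and 3R, had p listed as 0. Their positions were nearly the same in both lists. They were 2639 and 3244 bp wide in the Pita list, where the median was 264 bp. In the ZIPIC list, with a median of 387 bp, they were 2594 and 3247 bp wide. Of the 10 strongest Pita peaks, 5 overlapped one of the 10 strongest ZIPIC peaks, and these 5 include the 2 intervals. What number proteins that share many sites would give without signal independent of the antibody is not known, so this count does not decide on such a signal. Binding of both proteins at these places was not tested.

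Of 1353 overlapping pairs, 580 joined peaks from the stronger 50% of both lists, where independent strengths would give 549, and 198 joined peaks from the weaker 50% of both, where they would give 167. In 389 pairs a ZIPIC peak from the stronger part of its list met a Pita peak from the weaker part, against 420 if independent. The reverse held in 186 pairs, against 217. Given the totals, all these counts differ from independence by the same number of pairs and are not separate comparisons. They restate the weak correlation of the paired strengths.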
